# miR-1 sustains muscle physiology by controlling V-ATPase complex assembly

**DOI:** 10.1126/sciadv.abh1434

**Published:** 2021-10-15

**Authors:** Paula Gutiérrez-Pérez, Emilio M. Santillán, Thomas Lendl, Jingkui Wang, Anna Schrempf, Thomas L. Steinacker, Mila Asparuhova, Marlene Brandstetter, David Haselbach, Luisa Cochella

## Abstract

Muscle function requires unique structural and metabolic adaptations that can render muscle cells selectively vulnerable, with mutations in some ubiquitously expressed genes causing myopathies but sparing other tissues. We uncovered a muscle cell vulnerability by studying miR-1, a deeply conserved, muscle-specific microRNA whose ablation causes various muscle defects. Using *Caenorhabditis elegans*, we found that miR-1 represses multiple subunits of the ubiquitous vacuolar adenosine triphosphatase (V-ATPase) complex, which is essential for internal compartment acidification and metabolic signaling. V-ATPase subunits are predicted miR-1 targets in animals ranging from *C. elegans* to humans, and we experimentally validated this in *Drosophila*. Unexpectedly, up-regulation of V-ATPase subunits upon miR-1 deletion causes reduced V-ATPase function due to defects in complex assembly. These results reveal V-ATPase assembly as a conserved muscle cell vulnerability and support a previously unknown role for microRNAs in the regulation of protein complexes.

## INTRODUCTION

Skeletal and cardiac muscle cells present complex intracellular and membrane structures, with large fractions of their cytoplasm dedicated to the contractile apparatus. In addition, they display unique metabolic adaptations to support their energy demands. Although these features are crucial for force generation and metabolic homeostasis, they also put constraints on the function of many organelles and on the protein and membrane trafficking machineries. Notably, several myopathies are caused by defects in mitochondria function, metabolic pathways, or membrane organization (*1*, *2*), suggesting that muscle cells are particularly vulnerable to impairments in these processes.

Cell-specific repressors of gene expression can provide insight into genetic pathways and cellular processes that a specialized cell may need to control in a particular manner. MicroRNAs (miRNAs) are posttranscriptional repressors, many of which are expressed with high cell-type specificity. miR-1 is specifically expressed in muscle and is one of only 32 miRNAs conserved throughout Bilateria (*3*). Its unique degree of conservation extends from its sequence and specificity of expression, to its profound impact on muscle development and physiology. Specifically, miR-1 is necessary for myoblast differentiation and survival as well as for sarcomere structure in most animals (*4*–*9*). Moreover, it is required for energy homeostasis and general physiology of muscle cells (*10*, *11*). Loss of miR-1 causes perinatal lethality in mice due to heart defects and larval lethality in *Drosophila* (*5*–*7*). Despite its critical role, the mechanism of action of this ancient, muscle-specific repressor is still poorly understood. Several different, nonconserved targets have been proposed to explain parts of its function [reviewed in (*12*)], a fact that is difficult to reconcile with the extreme conservation of miR-1. We set out to dissect the mechanism of action of miR-1 to gain insight into muscle-specific regulatory requirements.

Notably, miR-1 has predicted binding sites in transcripts encoding many of the 15 subunits that form the vacuolar adenosine triphosphatase (V-ATPase) complex in worms, flies, fish, mice, and humans (fig. S1) (*13*–*15*). This degree of target conservation is extremely rare across miRNAs, yet the functional link between miR-1 and the V-ATPase is completely unexplored. The V-ATPase complex drives the acidification of intracellular compartments, most notably lysosomes, and is thus essential for lysosomal degradation and autophagy. Beyond this function in catabolism, the V-ATPase is necessary for nutrient signaling and activation of mTORC and AMPK signaling (*16*–*18*). Given its central role in metabolism and cellular homeostasis (*19*, *20*), we hypothesized that V-ATPase subunits could constitute a conserved regulon that accounts for the muscle cell defects observed in miR-1 mutant animals.

## RESULTS

To test this, we took advantage of *Caenorhabditis elegans* genetics and the fact that miR-1–deficient worms are viable in the laboratory, albeit with a few characterized muscle cell defects (*21*, *22*). We first characterized structural and metabolic properties of miR-1–deficient muscle cells, to establish quantitative assays that could be used for functional genetics. We visualized the sarcomeric structure of the body-wall muscle by electron microscopy, immunostaining, and live imaging of transgenic animals carrying a myosin heavy chain (MYO-3) fused to green fluorescent protein (GFP), using two different mutant alleles of *mir-1* (fig. S2A). In contrast to other animals (*6*, *8*, *10*), we observed no obvious loss of sarcomere integrity (fig. S2, B and C). However, similar to mouse skeletal muscle, where loss of miR-1 causes disruption of mitochondrial structure and function (*11*, *23*), we found that miR-1–deficient L1 larvae displayed significant fragmentation of the otherwise extensive tubular mitochondrial network in the body-wall muscle (Fig. 1A and fig. S2D). This morphological defect was accompanied by reduced ATP levels in the body-wall muscle, measured with a fluorescent ATP sensor (Fig. 1B). Moreover, using an aggregation prone, polyglutamine–yellow fluorescent protein (YFP) reporter expressed in the cytoplasm of body-wall muscles, we observed an increase in the number of aggregates in the absence of miR-1 (Fig. 1C). This has also recently been reported in an independent study (*22*). The number of aberrant aggregates was significantly reduced by transgenically restoring miR-1 expression (fig. S2E).

**Fig. 1.**
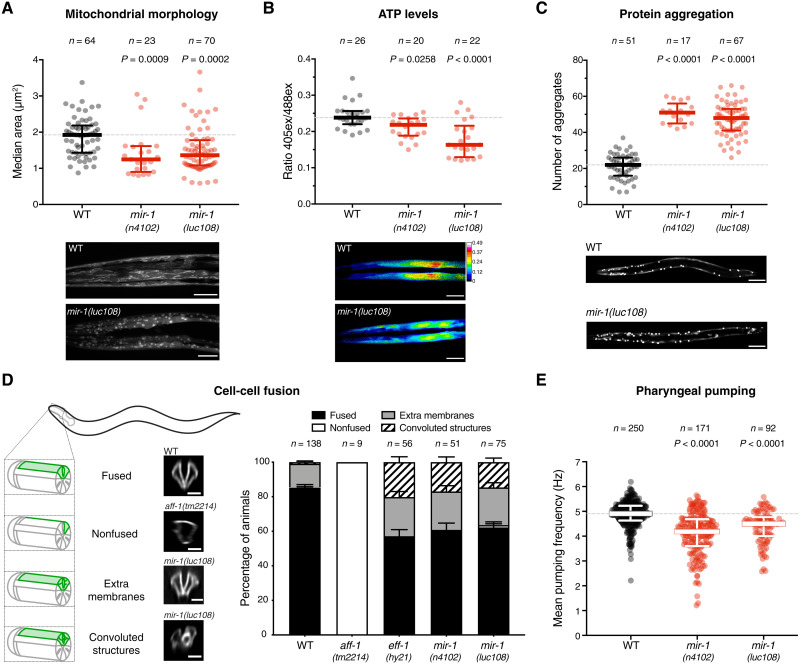
Absence of miR-1 causes diverse muscle defects in *C. elegans.* (**A**) Live L1 larvae of the indicated genotypes, expressing a mitochondria-localized GFP reporter in body-wall muscles, were imaged by confocal microscopy. Automated analysis (see Materials and Methods) was used to extract median mitochondria area (and other parameters in fig. S2D). *mir-1* mutant animals have smaller mitochondria in muscle. *P* values by Kruskal-Wallis test are indicated. Representative images are shown. Scale bars, 10 μm. WT, wild type. (**B**) Live L1 larvae expressing a ratiometric ATP sensor were imaged by confocal microscopy. Automated analysis (see Materials and Methods) was used to extract the emission ratio at 405- and 488-nm excitation (ex) wavelengths. *Mir-1(n4102* and *luc108)* animals have reduced ATP concentration in muscle. *P* values by Kruskal-Wallis test are indicated. Representative images are shown. Scale bars, 10 μm. (**C**) L4 animals of the indicated genotypes expressing the aggregation-prone Q40::YFP reporter were imaged, and the number of aggregates per animal was counted. *Mir-1* mutant animals have more aggregates. *P* values [one-way analysis of variance (ANOVA)] are indicated. Representative images are shown. Scale bars, 50 μm. (**D**) Left: Schematic representation of the cell-cell fusion assay: pm3DL and R fusion is assessed by the expression of a pm3DR-specific membrane marker (green). If fusion occurs, then the whole pm3D outline is labeled (fused), whereas if not, only pm3DR remains labeled (nonfused). If membrane trafficking is impaired or fusion is not completely achieved, then extra membranes or convoluted structures are observed. Representative images are shown. Scale bars, 20 μm. Right: Quantification of the cell-cell fusion events. *P* value (χ^2^) <0.0001. (**E**) Pumping frequencies of wild-type and *mir-1(n4102* and *luc108)* animals were extracted from electropharyngeograms (EPGs) conducted with the ScreenChip System in the presence of 10 mM serotonin. *Mir-1* mutant animals have reduced pumping frequency. *P* values by Kruskal-Wallis test are indicated. *n* is the number of animals analyzed.

In mammals, loss of miR-1 results in decreased cell-cell fusion, impairing myotube formation (*24*). While body-wall muscles do not fuse in *C. elegans*, pharyngeal muscle cells do (*25*); we thus developed an assay to monitor the fusion of two specific pharyngeal muscle cells, pm3DL and pm3DR (Fig. 1D). We monitored fusion in animals defective for miR-1 or for the known *C. elegans* cell-cell fusogens, EFF-1 and AFF-1 (*26*). pm3DL/R fusion was completely abolished in *aff-1* mutants, confirming that AFF-1 is the fusogen that initiates pm3D fusion (*27*). Animals deficient for *eff-1* or for miR-1 looked indistinguishable from each other but different from *aff-1* mutants: The pm3D cells appear to fuse but display ectopic labeled membranes that, in some cases, formed highly convoluted structures (Fig. 1D), indicating that EFF-1 also plays a role in these cells. This is reminiscent of the complex membrane structures that accumulate in unfused hypodermal cells in the context of a semipermissive allele of *eff-1* (*28*) and also of other membrane abnormalities attributed to defects in intracellular scission and fission events in *eff-1* and *aff-1* mutants (*29*, *30*). Together, this suggests that miR-1–deficient animals may have decreased expression or activity of EFF-1. Notably, trafficking and recycling of EFF-1 are altered upon V-ATPase loss of function in the *C. elegans* hypodermis (*31*, *32*), suggesting a potential link between miR-1 function and the observed membrane-related phenotypes.

We also asked whether the cellular defects observed in miR-1 mutants translated into locomotion or pharyngeal pumping defects. We did not observe significant differences in posture or speed of locomotion between wild-type and miR-1–deficient L4/young adult animals, but we did measure a decrease in pharyngeal pumping frequency in miR-1 mutants (Fig. 1E). This was due to extended duration of each pumping cycle, specifically during the muscle relaxation phase (fig. S2, F and G). Overall, *C. elegans* muscle cells lacking miR-1 display a broad range of cellular defects that could have a common origin in a disrupted mitochondrial-lysosomal axis, affecting metabolism, proteostasis, and membrane trafficking. The similarity in cellular phenotypes across multiple, diverse animals indicates a deeply conserved cellular function for this miRNA.

To evaluate the molecular changes caused by miR-1 loss in muscle, we performed transcriptome profiling of sorted muscle cells from wild-type and *mir-1* mutant embryos at the 1.5-fold stage. 

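Muscle cells were profiled in 4 libraries, 2 from wild-type embryos and 2 from mir-1(luc108) embryos, in which the sequence of the mir-1 hairpin is deleted. Both strains carried the myo-3p::YFP transgene, in which the promoter of a muscle myosin gene drives a yellow fluorescent protein, and 5000 YFP-positive cells were collected by cell sorting for each library. The libraries were made with QuantSeq, which primes on the poly(A) tail and sequences the 3′ end of each mRNA. Each cDNA carried a unique molecular identifier (UMI), so that copies made during amplification were counted once. The authors mapped the reads to WBcel235, discarded duplicates by UMI, and deposited the UMI counts of 14463 genes without normalization. The wild-type libraries held 245336 and 424968 UMI counts on 10169 and 11805 detected genes. The mir-1(luc108) libraries held 453341 and 343227 UMI counts on 11916 and 11038 genes. Normalized counts, in CPM, were computed here with edgeR's TMM factors, which lay between 0.977 and 1.04. Across the 5111 genes that passed edgeR's filter on low counts, the log2 values of the wild-type libraries correlated with Pearson's r = 0.910 and those of the mir-1(luc108) libraries with r = 0.920, a correlation across genes, which are not independent replicates. The second wild-type library correlated with the first mir-1(luc108) library at r = 0.935, more closely than with its own replicate. Each pair of libraries differed by more than the sampling noise, with chi-square values per degree of freedom between 1.91 and 2.98. The mir-1 gene itself was not analysed here, and the genotypes of the libraries rest on their labels.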

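Fold changes between mir-1(luc108) and wild-type muscle cells were estimated with DESeq2, moderated by its zero-centred prior, for the 9029 genes with at least 4 UMI counts in some library. By this estimate, 139 genes were higher in mir-1(luc108) by a factor of at least 1.3 and 222 were lower by the same factor. The rule sets a size and no p threshold, and 28 of the higher and 66 of the lower genes had an unadjusted p below 0.05 in this fit. Without the prior, 2254 genes were higher and 2119 lower by this factor. Leaving out the second mir-1(luc108) library left 39 higher and 58 lower genes, and leaving out the first wild-type library left 74 higher genes. WormCat's categories were not used here. Lists of contractile, extracellular matrix and stress genes, written before the data were examined, were tested by preranked gene set enrichment with gene permutation, and the p-values were adjusted over 4 sets. Of 53 genes for the contractile machinery, 49 were lower in mir-1(luc108), with a median edgeR log2 fold change of −0.41 and a normalized enrichment score of −3.18 (adjusted p = 8.73e-24). unc-54 (WBGene00006789), which encodes a body-wall muscle myosin heavy chain and lies on chromosome I of WBcel235 from 14855901 to 14863482, was at 9664 ± 504 normalized counts (SD, n = 2) in wild type and 6804 ± 88.1 (SD, n = 2) in mir-1(luc108). Its log2 fold change was −0.51 (standard error 0.22, adjusted p = 0.557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the titin gene ttn-1 (WBGene00006436), on chromosome V from 6120909 to 6202632, the log2 fold change was −0.74 (standard error 0.24, adjusted p = 0.309 from the same test). No label pairs libraries of the same number across genotypes, and their deviations from the genotype means correlated at −0.012 over genes. A block by number thus has little to pair, and leaves little from which to estimate the spread. With replicate number as a block, the adjusted p from edgeR was 9.87e-05 for unc-54 and 3.87e-07 for ttn-1. By DESeq2 with a local dispersion trend and at least 5 counts in total, a setting chosen after seeing the data, it was 0.0493 and 0.0263, and over all alternatives it reached 0.997 for both. The 117 extracellular matrix genes fitted had a normalized enrichment score of −2.41 (adjusted p = 2.05e-10). Among them, the median edgeR log2 fold change of 20 col- collagen genes moved from −1.16 to −0.20 without the second wild-type library, and the adjusted p of the whole set rose to 0.0158. The 197 stress genes fitted had a normalized enrichment score of 1.47 (adjusted p = 0.00405), which was 1.19 (adjusted p = 0.0755) without the first wild-type library and −1.06 (adjusted p = 0.302) without the first mir-1(luc108) library. Among the stress genes that edgeR tested, the median log2 fold change was 0.76 for 17 genes of secreted peptide families. It was 0.044 for 33 hsp and dnj genes and 0.15 for the other 48. Gene permutation treats genes as independent. All 4 sets, the vha genes included, had an adjusted p below 0.05 under camera with its preset correlation of 0.01, and none did under camera with an estimated correlation or under fry. With 2 libraries per genotype these last tests have few degrees of freedom. They cannot decide whether correlation between genes accounts for the loss. For the stress set, camera's unadjusted p rose from 0.0374 to 0.101 although the estimated correlation, −0.0027, lay below the preset one. Correlation between its genes does not account for that rise.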

Gene category analysis of these deregulated transcripts revealed that up-regulated ones (280 genes) are enriched for stress related genes, whereas down-regulated ones (115 genes) are enriched for muscle-specific and extracellular matrix annotations (*33*), including many components of the contractile machinery (fig. S3, A to C, and data file S1). 

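Of the V-ATPase subunit genes, 4 passed the factor of 1.3 in the moderated estimate: vha-9, higher by 49.9%, vha-10 by 35.4%, vha-17 by 34.7% and vha-1 by 30.4%. Single libraries moved this count, to 1 without the first wild-type library, 1 without the second mir-1(luc108) library and 6 without the first mir-1(luc108) library. The moderated estimate for vha-15 fell by 24.5%, past the same factor in the other direction. By edgeR's fold changes, which are not moderated, vha-4 also passed, with a rise of 35.8%. A list of TargetScan predictions was not used here.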

Among the genes up-regulated in the absence of miR-1, 22 are predicted miR-1 targets by TargetScan, including eight V-ATPase–encoding transcripts (*vha*); five genes from the down-regulated set were also predicted targets. A global gene set enrichment analysis revealed a modest enrichment of predicted miR-1 targets among up-regulated genes (fig. S3D). This enrichment was stronger when focused specifically on the V-ATPase–encoding transcripts (*vha*), with the majority of the *vhas* being up-regulated between 15 and 50% in the absence of miR-1 (Fig. 2A, fig. S3E, and data file S1). 

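Of 20 genes named vha in the annotation, 17 passed edgeR's filter, and vha-6, vha-7 and vha-18 had too few counts for it. Of the 17, 13 were higher and 4 lower in mir-1(luc108), with a median log2 fold change of 0.25, a rise of 18.7% (exact sign test, two-sided, p = 0.0490, which treats the genes as independent). The rise lay between 15 and 50% for 9 of them. By the moderated estimate, 14 of 18 genes fitted were higher, 8 of them by 15 to 50%. The median over the 17 genes was 0.077 without the first wild-type library, 0.34 without the second, 0.21 without the first mir-1(luc108) library and 0.053 without the second, so that single libraries moved its size and not its sign. The largest rise was that of vha-9 (WBGene00006918), on chromosome II of WBcel235 from 10303050 to 10303713, from 415 ± 50.1 normalized counts (SD, n = 2) in wild type to 676 ± 79.3 (SD, n = 2) in mir-1(luc108). Its log2 fold change was 0.69 (standard error 0.20, adjusted p = 0.224 over all genes and 0.0566 adjusted over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). vha-15 (WBGene00020507), on chromosome X from 2237911 to 2240255, went the other way, with a log2 fold change of −0.61 (standard error 0.25, adjusted p = 0.542 from the same test). No vha gene had an adjusted p below 0.05 from edgeR or from DESeq2, nor from edgeR when adjusted over the list alone of 19 genes with dct-1 and tbc-7, and 5 had an unadjusted p below 0.05 in edgeR's test, 4 of them higher. With replicate number as a block, which has little to pair, vha-9 had an adjusted p of 0.0106 from edgeR. That was the lowest of a range up to 0.999 over its alternatives. The 7 vha genes whose longest transcript is under 1000 bp were all higher, with a median of 0.46, against 6 of the 10 with longer transcripts, with a median of 0.12. From these libraries and its further assays, the paper states in the title of fig. S3 that miR-1 represses multiple V-ATPase subunits.

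**Figure D1:**
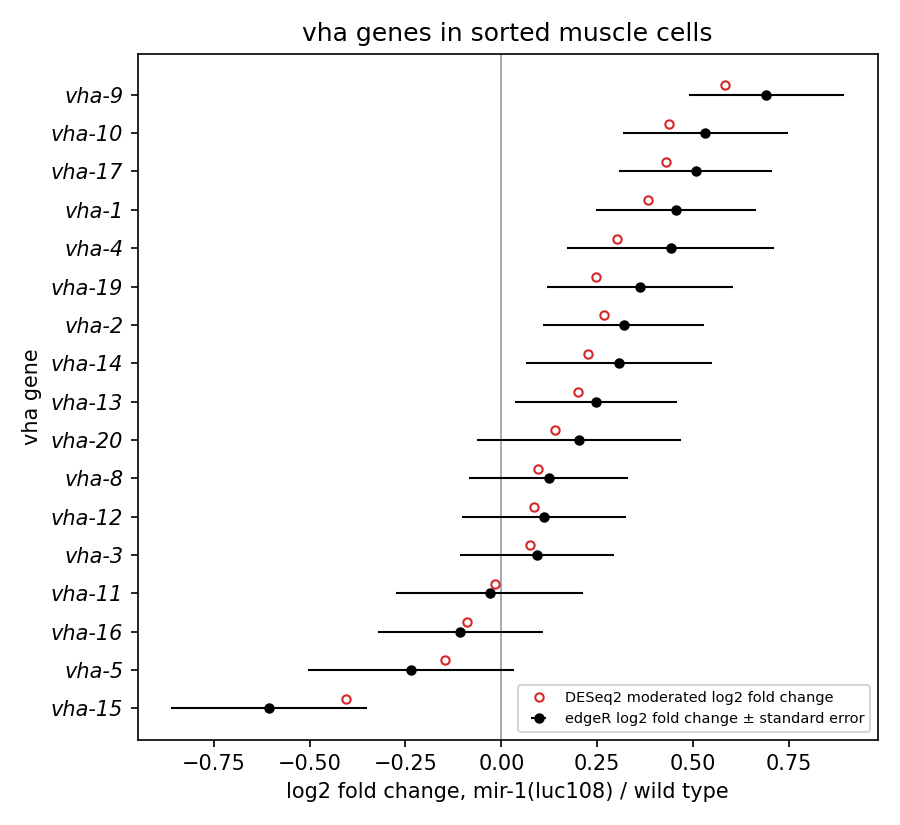
Log2 fold changes of the 17 tested vha genes between mir-1(luc108) and wild-type muscle cells. Filled black points with bars are edgeR's estimates with their standard errors from 2 libraries per genotype, and open red points are DESeq2's moderated estimates; 13 genes lie above 0 and 4 below.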

Similar levels of up-regulation of the *vhas* transcripts were also detected by reverse transcription followed by quantitative polymerase chain reaction (RT-qPCR) on whole L1 larvae (fig. S3F).

**Fig. 2.**
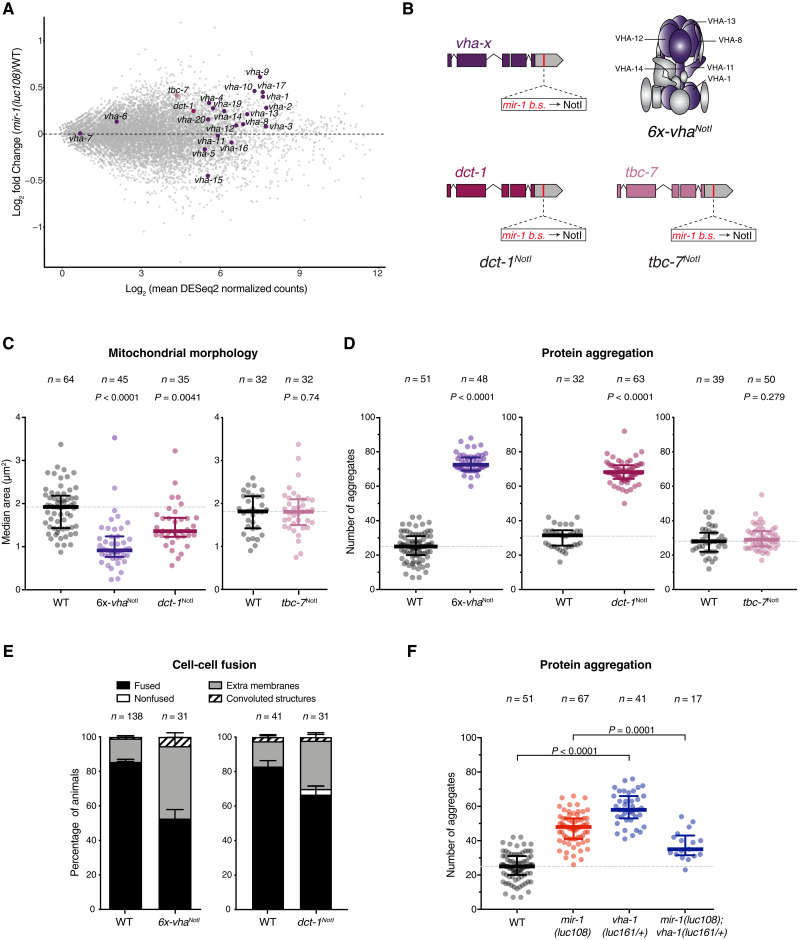
Direct repression of V-ATPase subunits and DCT-1 by miR-1 is necessary for muscle homeostasis. (**A**) MA plot for differentially expressed genes in sorted muscle cells from wild-type and *mir-1(luc108)* 1.5-fold embryos. All *vha* subunits, *dct-1*, and *tbc-7* are highlighted. (**B**) Schematic representing the design of *6x-vha*^NotI^, *dct-1*^NotI^, and *tbc-7*^NotI^ mutant strain. The *mir-1* binding sites in the 3′UTRs of *vha-1*, *vha-8*, *vha-11*, *vha-12*, *vha-13*, and *vha-14* (*6x-vha*^NotI^), or *dct-1*, or *tbc-7* were replaced by Not I restriction sites. (**C**) Median mitochondria area, extracted by automated analysis of images as in Fig. 1A, is significantly reduced in both *6x-vha*^NotI^ and *dct-1*^NotI^ (left) but not in *tbc-7*^NotI^ L1 larvae (right). *P* values by Kruskal-Wallis test (left) and unpaired *t* test (right) are indicated. Wild-type dataset in left graph is replotted from Fig. 1A. (**D**) Number of aggregates per animal measured as in Fig. 1C; *6x-vha*^NotI^ (left) and *dct-1*^NotI^ (middle) L4 animals show impaired proteostasis, but not *tbc-7*^NotI^ mutants (right). *P* values (unpaired *t* test) are shown. (**E**) Quantification of the different fusion outcomes as in Fig. 1D; *6x-vha*^NotI^ L1 animals (left) display both internal and external membranes in pharyngeal muscle cells, whereas *dct-1*^NotI^ L1 animals (right) only have a slight increase in internal membranes. *P* value (χ^2^) <0.0001 and 0.0345, respectively. Wild-type dataset (left) is replotted from Fig. 1D. (**F**) Reduction in *vha-1* levels rescues *mir-1(luc108)* proteostasis defects, as indicated by a significant decrease in the number of Q40::YFP aggregates per animal. *P* values (one-way ANOVA) are shown. Wild-type and *mir-1(luc108)* datasets are replotted from Fig. 1C. *n* refers to number of animals analyzed.

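In the single libraries, vha-1, vha-2, vha-4, vha-9, vha-10, vha-17 and vha-19 were higher in both mir-1(luc108) libraries than in both wild-type libraries, and vha-15 was lower in both. An unchanged gene parts in this way, in either direction, in 33.3% of cases by chance. vha-19 was even between replicates, at 139 ± 3.01 normalized counts (SD, n = 2) in wild type and 179 ± 5.75 (SD, n = 2) in mir-1(luc108). vha-2 was at 571 ± 4.19 (SD, n = 2) in wild type and 716 ± 180 (SD, n = 2) in mir-1(luc108), so that its rise lay within the spread of the mir-1(luc108) libraries. The log2 fold changes of vha-11 and vha-12, −0.031 (standard error 0.24) and 0.11 (standard error 0.21), were smaller than their standard errors, and each changed its sign when some single library was left out. unc-32, which encodes another subunit a of the V-ATPase, had a log2 fold change of 0.012 (standard error 0.27), with a sign that differed between settings.

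**Figure D2:**
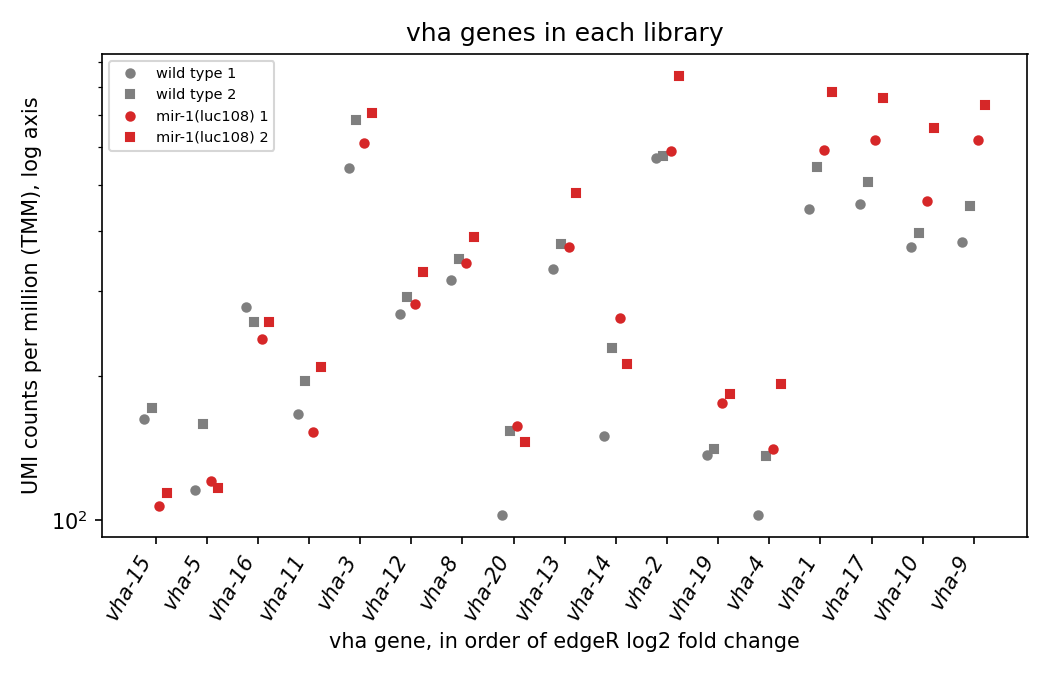
Normalized counts (CPM, log axis) of the 17 tested vha genes in each of the 4 libraries. Wild-type libraries are gray and mir-1(luc108) libraries red, with circles for the first and squares for the second of each genotype; vha-9 lies higher in both mir-1(luc108) libraries than in both wild-type libraries.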

In addition to the V-ATPase subunits, two other predicted targets of miR-1, *dct-1* and *tbc-7*, caught our attention as they are also up-regulated in miR-1–deficient muscles (Fig. 2A and fig. S3F) and show target site conservation (fig. S1A). Moreover, *tbc-7* was recently reported as a functional target of miR-1 (*22*). 

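dct-1 (WBGene00015776) lies on chromosome X of WBcel235 from 7954354 to 7956225, with an annotated 3′UTR of 522 bp. Its UMI counts were 21 and 30 in the wild-type libraries and 51 and 31 in the mir-1(luc108) libraries, or 83.2 ± 9.06 normalized counts (SD, n = 2) against 107 ± 12.7 (SD, n = 2). The log2 fold change was 0.39 (standard error 0.30, adjusted p = 0.807 over all genes and 0.386 adjusted over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 0.24 and 0.49 with each library left out in turn. tbc-7 (WBGene00016292) lies on chromosome X from 5134280 to 5146744, with an annotated 3′UTR of 458 bp. It had 12 and 16 UMI counts in wild type and 31 and 26 in mir-1(luc108), or 46.1 ± 7.25 normalized counts (SD, n = 2) against 76.3 ± 8.23 (SD, n = 2). Its log2 fold change was 0.74 (standard error 0.35, adjusted p = 0.596 over all genes and 0.149 adjusted over the list alone, from the same edgeR test), and between 0.56 and 0.89 with each library left out. DESeq2's moderated estimates were 0.21 for dct-1 and 0.34 for tbc-7. For each gene both mir-1(luc108) libraries were higher than both wild-type libraries, and neither difference passed the adjusted threshold.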

DCT-1/BNIP3 regulates mitophagy and preserves mitochondria turnover and cellular homeostasis under stress conditions or aging (*34*–*36*). TBC-7/TBC1D15 is a Rab guanosine triphosphatase–activating protein that regulates lysosomal morphology and fusion between late endosomes and lysosomes (*37*). DCT-1/BNIP3 had not been previously linked to miR-1 function, but TBC-7/TBC1D15 is derepressed in the absence of miR-1, and forced overexpression of TBC-7 leads to impaired autophagy and proteotoxic stress (*22*). We therefore set out to test whether these targets are also part of the conserved miR-1 regulatory axis.

We first assessed whether miR-1 directly represses the *vha* genes, *dct-1* and/or *tbc-7*, by using CRISPR-Cas9 to mutate the predicted miR-1 binding sites in the 3′ untranslated regions (3′UTRs) of *dct-1* (*dct-1^NotI^*), *tbc-7 (tbc-7^NotI^)*, or six *vha* genes simultaneously (*vha-1*, *vha-8*, *vha-11*, *vha-12*, *vha-13*, and *vha-14; 6x-vha^NotI^*). The selected *vha* genes have conserved predicted miR-1 binding sites and constitute different parts of the complex (the V_0_ membrane ring, the V_1_ head, or the V_1_ stalk that bridges both parts) (Fig. 2B and figs. S1 and S4A). Because of the challenges of sorting muscle cells, we measured transcript levels by RT-qPCR on whole larvae. While this limited the sensitivity of the assay, we still observed that the levels of all six *vha* transcripts in the *6x-vha^NotI^* mutant strain were increased relative to wild type in starved animals and mirrored those in miR-1–deficient animals (fig. S3F). For fed animals, we observed mostly the same trends but with higher variability. This indicates that miR-1 is a direct repressor of multiple *vha* genes (fig. S3F). The same trends were observed for *dct-1* and *tbc-7* in *dct-1^NotI^* and *tbc-7^NotI^* mutant strains, respectively (fig. S3F).

If transcripts encoding V-ATPase subunits, DCT-1, and/or TBC-7 are functionally relevant targets of miR-1, removal of the miR-1 binding sites from their 3′UTRs should cause similar defects to the loss of miR-1 itself. We thus assessed mitochondrial morphology, protein aggregation, and pharyngeal muscle fusion in the *6x-vha^NotI^* and *dct-1^NotI^* strains (Fig. 2, C to E), and the mitochondria- and proteostasis-related phenotypes in the *tbc-7^NotI^* strain (Fig. 2, C and D). All were in otherwise wild-type backgrounds in which miR-1 is present and can regulate all other putative targets. Derepression of the *vha* transcripts or of *dct-1*, but not of *tbc-7*, was sufficient to cause the same mitochondrial and proteostasis defects that we observed in *mir-1* mutant animals (Fig. 2, C and D). In contrast, the defects in pharyngeal muscle cell fusion observed in the absence of miR-1 were phenocopied by derepression of the *vha* transcripts but not of *dct-1* alone, suggesting a specific contribution of the V-ATPase to this aspect of miR-1 function (Fig. 2E). Providing additional support for the functional connection between the V-ATPase and miR-1, removing one genomic copy of *vha-1* reduced the number of protein aggregates in *mir-1* mutant animals (Fig. 2F).

These results indicate that both the V-ATPase and DCT-1/BNIP3 are functional targets of miR-1. Derepression of one or the other is sufficient to cause similar observed phenotypes, suggesting that they affect common cellular processes in such a way that deregulation of either one has a negative impact on both protein and mitochondria homeostasis. The simultaneous derepression of both *vhas* and *dct-1* did not enhance either defect (fig. S4, D and E). This is consistent with both targets acting in the same pathway, although it could also mean that the observed defects cannot be further enhanced. These observations highlight the need for miR-1 repression of multiple targets simultaneously to maintain cellular homeostasis. In contrast to *dct-1* and the *vhas*, the level of *tbc-7* derepression in the absence of miR-1-mediated regulation is not sufficient to cause the measured cellular defects, although forced overexpression of *tbc-7* had been reported to induce protein aggregation in *C. elegans* muscle (*22*). Together, these experiments establish a miR-1–dependent regulon of lysosome and mitochondria function, composed primarily of the V-ATPase and DCT-1, that accounts for the critical role of this miRNA in muscle physiology. Components of this regulon are also predicted targets in *Drosophila* and in multiple vertebrate species [TargetScan (*15*)].

Our genetic analysis indicates that the moderate up-regulation of *dct-1* or the tested *vha* transcripts is sufficient to cause pleiotropic muscle cell defects. Increased target levels could, in principle, result in gain-of-function or hyperactivity effects, which are thought to account for most overexpression phenotypes (*38*). Alternatively, increased expression could result in loss-of-function effects due to competitive or dominant-negative interactions (*39*).

In the case of DCT-1, hyperactivity is a likely cause for the defects observed upon its derepression: The mitochondrial fragmentation and protein aggregation that we measured mirror defects that had been observed upon BNIP3 overexpression, but not upon BNIP3 loss of function, in mammalian cells (*34*, *35*). However, this will require further exploration, given that knockdown of *dct-1* also causes mitochondrial fragmentation in *C. elegans* (*36*).

In the case of the V-ATPase complex, it was unclear whether derepression of its subunits caused a gain or a loss of function. On the one hand, increased expression of some individual subunits results in gain-of-function effects in diverse types of cancer, by causing increased localization of the V-ATPase complex to the plasma membrane and therefore acidification of the extracellular environment and other cellular defects (*19*). In plants, overexpression of individual subunits leads to increased V-ATPase activity and resistance to multiple stressors (*40*). On the other hand, decreased activity of the V-ATPase complex is known to cause impaired lysosomal degradation and autophagy, protein aggregation, and defects in metabolic signaling and mitochondrial morphology (*41*–*45*), which could explain the protein and mitochondria homeostasis defects that we observed upon derepression of multiple *vha* transcripts.

To discern whether loss of miR-1 regulation causes a gain or a loss of function of the V-ATPase, we first asked whether reducing the level of V-ATPase subunits results in the same muscle-related defects as their up-regulation. Homozygous deletion of subunits with redundant counterparts (*vha-2/3*) or heterozygous mutation of unique subunits (*vha-1*, *vha-5*, and *vha-8*) had no impact on fertility or viability but caused significant increases in mitochondrial fragmentation and protein aggregation (Figs. 2F and 3, A and B), phenocopying both miR-1 mutant and *6x-vha^NotI^* animals. We further asked how deregulation of individual subunits affects mitochondrial structure and proteostasis in muscle. We reasoned that gain of function of the V-ATPase complex could occur if there was one or a subset of limiting subunits and their up-regulation enabled formation of more complexes, similar to what has been observed for proteasome assembly in yeast (*46*). In this scenario, only the up-regulation of the one or of all the limiting subunits simultaneously would lead to formation of more V-ATPase, but up-regulation of any other individual subunit would not. On the other hand, loss-of-function effects from protein overexpression arise from abnormal stoichiometry, which could lead to aberrant complex formation (*47*). In this scenario, up-regulation of multiple individual subunits could lead to similar defects. We found that removing the miR-1 binding sites from different individual subunits caused similar extent of Q40 protein aggregation as loss of miR-1 (Fig. 3C). Also, derepression of *vha-11* or *vha-14* alone resulted in mitochondrial fragmentation (Fig. 3D). These results are not consistent with V-ATPase gain of function and rather support the model in which up-regulation of V-ATPase subunits upon loss of miR-1 causes loss-of-function of the V-ATPase.

**Fig. 3.**
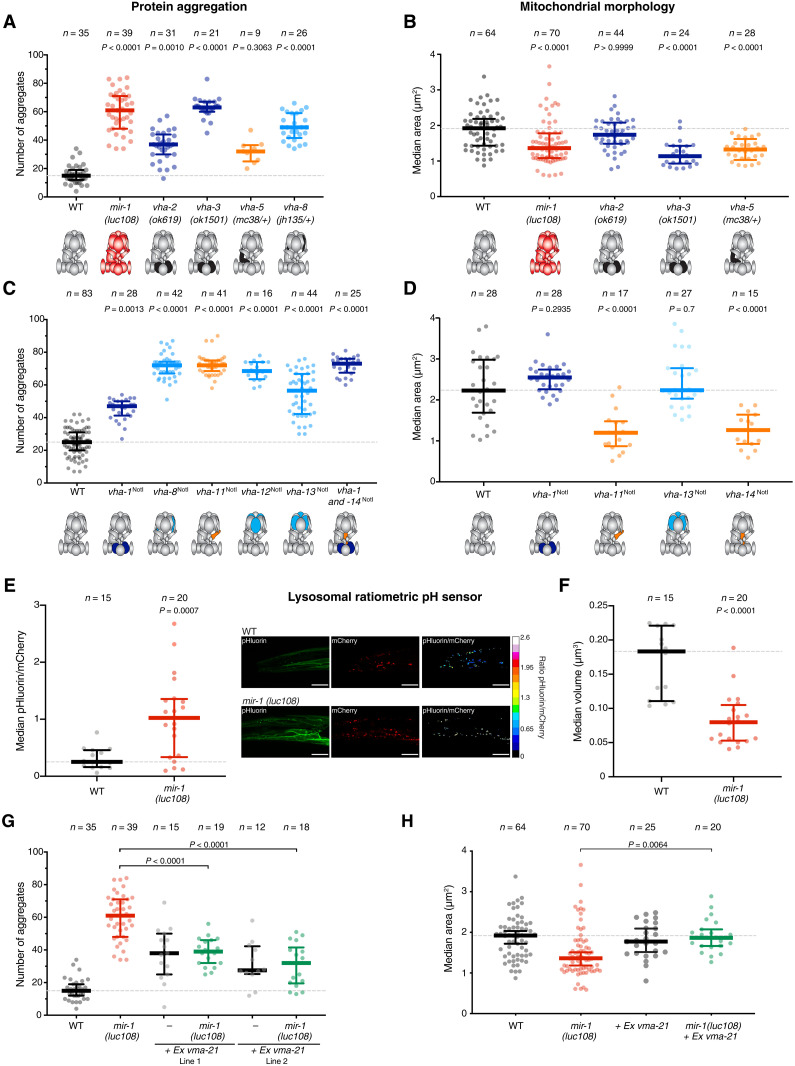
Loss of miR-1 results in decreased function of the V-ATPase complex due to assembly defects. (**A** and **B**) V-ATPase loss of function mutations in *vha-2*, *vha-3*, *vha-5*, or *vha-8* result in increased protein aggregation (A) and mitochondria fragmentation (B). *P* values by Kruskal-Wallis test are indicated. V-ATPase complex schematics are represented below, where black represents loss of function of each particular subunit. (**C**) Derepression of single subunits, by miR-1 binding site mutation, is sufficient to cause proteostasis defects. *P* values by Kruskal-Wallis test are indicated. V-ATPase complex schematics are represented below, where dark blue represents a membrane-integral subunit, orange a subunit of the connector stalk, and light blue a subunit involved in the hydrolysis of ATP. (**D**) Derepression of *vha-11* and *vha-14* alone, but not of *vha-1* or *vha-13*, is sufficient to cause mitochondrial network fragmentation. *P* values by Kruskal-Wallis test are indicated. (**E**) Live L1 larvae expressing a ratiometric pH sensor fused to LAMP1 were imaged by confocal microscopy. Automated analysis (see Materials and Methods) was used to extract the ratio of the superecliptic pHluorin to mCherry fluorescence. *Mir-1(luc108)* animals have a higher lysosomal pH, as indicated by a higher pHluorin/mCherry ratio. Each dot represents an animal (*n* = 15 to 20), and 30 to 50 lysosomes were measured per animal to extract the median ratio. *P* values by unpaired *t* test are indicated. Representative images are shown. Scale bars, 10 μm. (**F**) Lysosomal volume was extracted from the same images used for the analysis in (E). *mir-1(luc108)* animals have smaller lysosomes. *P* values by unpaired *t* test are indicated. (**G**) Overexpression of VMA-21 rescues miR-1 proteostasis defects. Two independent extrachromosomal lines are shown. Wild-type and *mir-1(luc108)* datasets are replotted from (A). *P* values by one-way ANOVA are shown. (**H**) Overexpression of VMA-21 rescues miR-1 mitochondrial network fragmentation. Wild-type and *mir-1(luc108)* datasets in (B) and (F) are replotted from Fig. 1A. *P* values by Kruskal-Wallis are shown.

The main role of the V-ATPase complex is the acidification of internal compartments, most notably lysosomes. Thus, to further test the loss-of-function model, we measured lysosomal pH using a genetically encoded ratiometric pH sensor fused to the lysosomal protein LAMP1 (*48*). The sensor was expressed exclusively in the body-wall muscles of wild-type and miR-1–deficient *C. elegans.* Supporting the reduced activity of the V-ATPase complex, we observed a significant increase in lysosomal pH in miR-1 mutant animals (higher pHluorin/mCherry ratio) (Fig. 3E). This was accompanied by a significant decrease in lysosomal volume, consistent with altered lysosomal physiology (Fig. 3F).

Intriguingly, when manipulating individual subunits, we observed the strongest cellular defects upon deregulation of components of the stalk that couples the V_0_ and V_1_ subcomplexes (Fig. 3, C and D) (*49*). This led us to hypothesize that derepression of one or more subunits could disrupt the correct assembly of this intricate 15-subunit complex (*49*, *50*), ultimately resulting in reduced V-ATPase activity. To test this hypothesis, we attempted to rescue the muscle cell defects by restoring the assembly process in two ways. First, assembly of the V-ATPase requires dedicated chaperones in the endoplasmic reticulum (ER) (*50*). One of these chaperones, VMA21, is necessary in stoichiometric amounts to assist V_0_ assembly in the ER and its shuttling to the Golgi, where the V_0_ and the peripheral V_1_ subcomplexes come together (*51*). Notably, overexpression of the homolog of VMA21 in *C. elegans*, R07E5.7 (*52*), alleviated the defects observed in miR-1–deficient animals, significantly decreasing the number of cytoplasmic aggregates and the mitochondria fragmentation (Fig. 3, G and H). Highlighting the specificity of this rescue to the V-ATPase deregulation, overexpression of VMA21 did not rescue the same defects observed in the *dct-1^NotI^* mutant strain (fig. S5A). Second, we exploited the fact that glucose or amino acid deprivation has been shown to promote association of the V_0_ and V_1_ subcomplexes in mammalian cells (*53*, *54*). We thus asked whether starvation of L1 larvae had a beneficial effect on miR-1 mutant animals. Consistent with an improvement in V-ATPase function, the mitochondria morphology of starved miR-1–deficient animals was similar to the wild type (fig. S5B). In contrast, starvation was unable to rescue mitochondria fragmentation in animals in which V-ATPase loss of function was due to genomic deletion of a subunit (fig. S5B). Together, these observations suggest a role for miR-1 in enabling correct assembly of this crucial multisubunit complex in muscle cells, by regulating V-ATPase subunit production with the right levels, dynamics, and/or stoichiometry.

Last, we set out to test whether the remarkable conservation of the miR-1 sequence and the presence of predicted miR-1 binding sites in multiple V-ATPase subunits also reflects functional conservation. To this end, we analyzed *Drosophila melanogaster*, estimated to have diverged from nematodes ~600 million years ago. Flies carrying a deletion of miR-1 have various muscle defects that result in growth arrest as second instar larvae and lethality within 2 to 4 days of hatching, and these defects were rescued by a transgene expressing miR-1 in muscle (*6*). We first quantified the levels of various transcripts encoding V-ATPase subunits in first instar larvae and found that multiple *Vhas* were up-regulated in the same deletion allele of miR-1 used in (*6*) (fig. S6A). To test the functional connection between miR-1 and the V-ATPase complex, we asked whether reducing the levels of targeted subunits that are important for assembly of the V_0_ and V_1_ rings (*49*) might rescue the larval growth arrest. Akin to what we observed in *C. elegans*, deletion of one genomic copy of *Vha44* or of *Vha100-3* rescued the growth defect of miR-1–deficient larvae (Fig. 4A). In contrast, reducing the level of two other miR-1–targeted subunits that form the peripheral V_1_ ring (*Vha55* and *Vha68-2*) did not significantly rescue the growth defect (Fig. 4A). This is consistent with our observations in *C. elegans* that point to loss of miR-1 causing a V-ATPase assembly defect, primarily at the level of coupling the V_0_ and V_1_ subcomplexes. Concomitant with the increased growth, reducing the level of *Vha100-3* also significantly extended the survival of miR-1–deficient larvae (Fig. 4B), although these larvae did not pupate and reach adulthood. Conversely, the muscle-specific overexpression [using the *24B-GAL4* driver (*6*)] of a single V-ATPase subunit (from a *UAS-Vha100-1* transgene) was sufficient to induce fully penetrant larval lethality approximately 2 days after hatching (Fig. 4C). Together, these results support the existence of a conserved functional interaction between miR-1 and the V-ATPase complex.

**Fig. 4.**
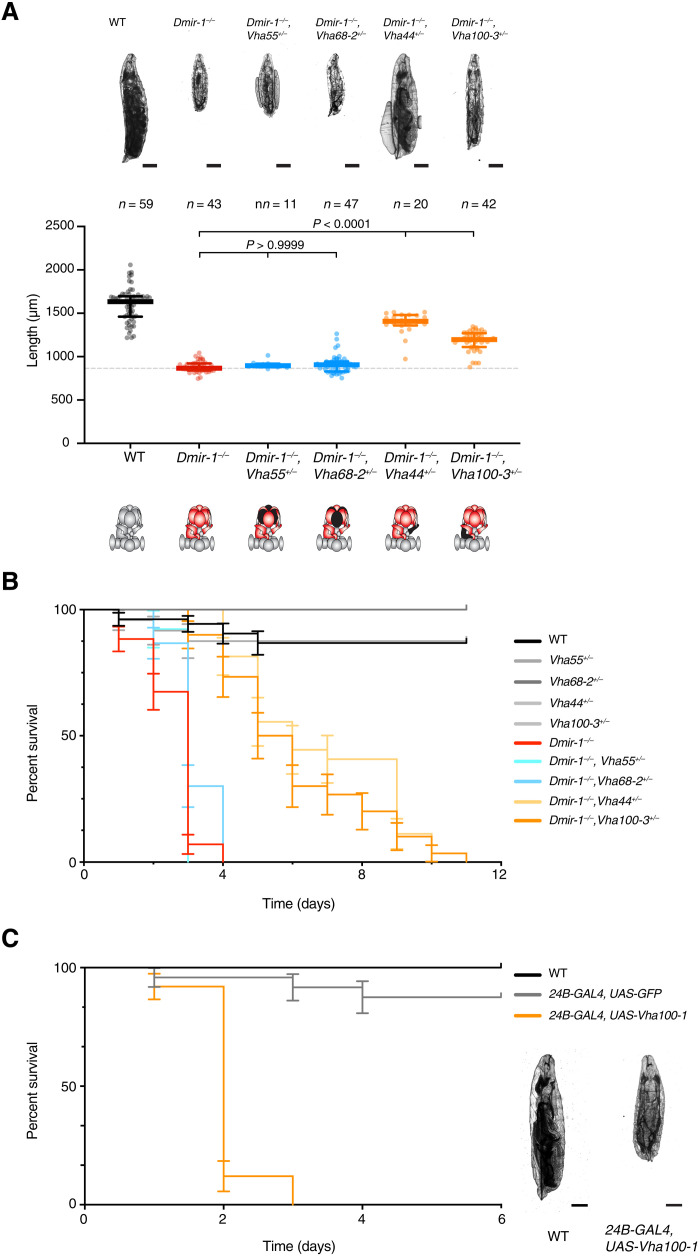
The miR-1/V-ATPase functional interaction is conserved in *Drosophila.* (**A**) Reduction in VHA100-3 or VHA44 levels, but not of VHA55 or VHA68-2, rescues *Dmir-1(0)* morphological defects. Top: Representative pictures of 24-hour posthatching larvae are shown. Scale bars, 200 μm. Bottom: Quantification of whole-body length. *n* represents number of animals analyzed. *P* values by Kruskal-Wallis test are indicated. (**B**) Reduction in VHA100-3 or VHA44 levels prolongs *Dmir-1(0)* life. Curves and error bars represent the average and SD of three independent biological replicates, consisting of 10 *Drosophila* larvae each. (**C**) Muscle-specific overexpression of VHA100-1 causes larval lethality 2 days after hatching. Curves and error bars represent the average and SD of three independent biological replicates, consisting of five to eight *Drosophila* larvae each. Representative pictures of larvae 24 hours after hatching are shown. Scale bars, 200 μm.

## DISCUSSION

The diverse range of cellular defects observed in muscles of animals lacking miR-1 had been so far attributed to numerous different targets (*12*), most of which are not conserved and many of which are likely secondary targets. Here, we identified a conserved set of direct targets that can explain the critical and seemingly pleiotropic role of miR-1 in muscle development and physiology. The mitochondrial fragmentation, protein aggregation, defects in cell-cell fusion, and conductance at the neuromuscular junction observed upon miR-1 loss can ultimately be related to defects in mitochondrial and lysosomal function. Dysfunction of these organelles affects trafficking and sorting of membrane proteins, autophagy, energy balance, and metabolic signaling through the TOR and AMPK pathways (*18*, *19*, *55*, *56*). These cellular processes can, in turn, be related to the regulon of functionally linked miR-1 targets comprising the V-ATPase complex and DCT-1/BNIP3, as shown here (fig. S7). Deregulation of the V-ATPase directly affects lysosomal function, whereas the primary effect of DCT-1/BNIP3 derepression is thought to be on mitochondria. However, given the tight connection between both organelles, defects in one have an impact on the other and result in a global loss of homeostasis of organelle dynamics and metabolic transfer (*57*).

Regarding TBC-7/TBC1D15 as a miR-1 target, a more significant contribution than the one that we observed here had been previously attributed (*22*). This is due to a stronger experimental overexpression in that study, relative to the up-regulation that we achieved by specific removal of miR-1 repression. However, *tbc-7* is significantly derepressed in the absence of miR-1 regulation. Moreover, given that it functions in shared processes with the V-ATPase, it is likely to contribute to the role of miR-1, although seemingly to a lesser extent than the other targets.

The miR-1 regulon comprises genes that are broadly, if not ubiquitously, expressed and that are essential for cell viability. This raises the question of why muscle cells need to specifically regulate these genes. We hypothesize that this relates to unique aspects of muscle morphology and physiology. Muscle cells have high energy demands and are thus particularly sensitive to regulators of mitochondrial homeostasis, as well as availability of metabolites that serve as energy sources (*58*). Moreover, high levels of respiration generate reactive oxygen species and increased mitochondrial damage, which makes the tight regulation of mitophagy a critical requirement (*59*). Muscle cells also display unique morphological characteristics: They are densely packed with myofibers and have a modified ER (sarcoplasmic reticulum) and plasma membrane to maximize conductance and contraction efficiency while maintaining stability under constant mechanical stress (*60*). In addition, despite not being a highly secretory tissue, muscle cells are particularly susceptible to ER stress (*61*) and may therefore require additional regulation of membrane and secreted proteins. miR-1–mediated control of ER, mitochondria, and lysosome biology may be necessary to achieve a delicate balance between different homeostatic processes in these highly specialized cells. The type of specific repression of ubiquitous genes mediated by miR-1 may provide an entry point to understand the origin of certain cellular vulnerabilities. For instance, germline mutations in the V-ATPase chaperone VMA21 cause a specific myopathy in humans (*62*) but spare most other cell types. On the basis of our findings, we hypothesize that this may be connected to the muscle-specific repression of V-ATPase subunits via miR-1.

miRNAs are repressors of gene expression, and hence, their biological functions stem from lowering the levels of their targets. Here, we show that miR-1 represses many subunits of a multiprotein complex, but this repression of individual components is required to promote correct function of the complex. Our work reveals a need for miR-1–mediated repression to ensure adequate levels, dynamics of production, and/or stoichiometry of the different subunits to achieve the correct assembly of the V-ATPase complex. Many V-ATPase subunits are transcriptionally coregulated by bHLH-Zip transcription factors of the MITF family, mostly acting downstream of the TOR pathway (*63*). In *C. elegans,* more than half of *vha* genes occur in operons with shared transcriptional regulation. 

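In the Ensembl annotation of WBcel235, 10 of 20 vha genes had a protein-coding neighbor on the same strand less than 1000 bp away; annotated operons were not used here. vha-1, on chromosome III from 9781254 to 9781763, lies 400 bp upstream of vha-2, which runs from 9782164 to 9783224. vha-3, on chromosome IV from 2315460 to 2315945, lies 892 bp upstream of vha-11, which runs from 2307815 to 2314567. vha-10 on chromosome I has trpp-8 103 bp upstream, and vha-20 on chromosome X has sym-4 133 bp upstream.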

Our work suggests that transcriptional regulation alone is not sufficient for establishing conditions for correct V-ATPase assembly in muscle cells, but this requires in addition the posttranscriptional regulation provided by miR-1. In addition to uncovering a muscle cell vulnerability, the results presented here point to a previously unknown role for miRNAs in coordinating assembly of multisubunit complexes.

## MATERIALS AND METHODS

### Strain maintenance

All *D. melanogaster* stocks were maintained under standard conditions at 18° or 25°C. All *C. elegans* strains were maintained on nematode growth media (NGM) plates seeded with OP50 bacteria at 20°C as previously described (*64*), unless indicated otherwise. A complete list of strains used in this study is presented in table S1.

### Generation of transgenic strains

Standard microinjection procedures were used to generate transgenic worms with extra chromosomal arrays (*65*). Briefly, DNA was injected as complex arrays in the gonads of N2 young adults. Injection mixes contained the plasmid of interest (1 to 5 ng/μl) and a similar amount of the coinjection marker *ttx-3p::mCherry*, in addition to sonicated genomic DNA (100 ng/μl) from *Escherichia coli* OP50. For VMA21 overexpression, WRM065bD07 fosmid (5 ng/μl) containing *R07E5.7/vma21* gene was injected. MLC1955 [*lucEx1114(WRM065bD07, ttx-3p::mCherry)*] and MLC1956 [*lucEx1115(WRM065bD07, ttx-3p::mCherry)*] lines were isolated. For *mir-1(luc108)* rescue, WRM0637aE07 fosmid (1 ng/μl) containing *mir-1* gene was injected in MLC2243 young adults. MLC2526 [*lucEx1353(WRM0637aE07; ttx-3p::mCherry); rmIs133 [unc-54p::Q40::YFP]; mir-1(luc108) I*], MLC2527 [*lucEx1354(WRM0637aE07; ttx-3p::mCherry); rmIs133 [unc-54p::Q40::YFP]; mir-1(luc108) I*], and MLC2528 [*lucEx1355(WRM0637aE07; ttx-3p::mCherry); rmIs133 [unc-54p::Q40::YFP]; mir-1(luc108) I*] lines were isolated.

Homology-directed genome editing using Cas9, CRISPR RNA (crRNA), and trans-activating crRNA (tracrRNA) ribonucleoprotein complexes in vitro assembled was performed as previously described (*66*). Briefly, purified Cas9 and synthetic RNAs were preincubated at 37°C for 15 min to enable complex formation and injected into the gonad of young adult worms. Alt-R CRISPR-Cas9 crRNA targeting the DNA sequences available in table S2 were obtained from Integrated DNA Technologies. *mir-1(luc108)* was created by deleting 117 base pairs (bp) of the *mir-1* locus, removing the whole-sequence coding for *mir-1* hairpin. *Vha-1(luc132)*, *vha-8(luc135)*, *vha-11(luc130)*, *vha-13(luc133)*, and *vha-14(luc134)* were created by replacing the miR-1 binding site (ACATTCCA) with the restriction site of the enzyme Not I (GCGGCCGC) in their 3′UTRs. *vha-12(luc139)* was created by replacing the three miR-1 binding sites with the restriction site of the enzymes Not I, Bam HI (GGATCC), and Eco RI (GAATTC) in its 3′UTR. *dct-1(luc145)* was created by replacing the two miR-1 binding sites with the restriction site of the enzyme Not I in its 3′UTR. *tbc-7(luc179)* was created by replacing the two miR-1 binding sites with the restriction sites of the enzymes Not I and Bam HI in its 3′UTR. *vha-1(luc161)* was created by deleting 454 bp of the *vha-1* locus, removing most of the coding sequence. As this deletion was lethal in homozygosis, this allele was balanced with the hT2 balancer.

### L1 synchronization

For the phenotypic characterization of *mir-1* mutant animals, 10 to 15 young adults were placed in unseeded 6-cm NGM plates with a bit of OP50 bacteria as food source. After 16 hours at 20°C, L1 larvae were collected and proceed to be imaged. For experiments with starved L1s, 15 to 20 young adults were bleached using hypochlorite solution (1% NaOCl and 1 M NaOH) in unseeded 6-cm NGM plates. Eggs were then washed three times with M9 buffer (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, 86 mM NaCl, and 1 mM MgSO_4_) and incubated at 20°C for 16 hours. Starved nutritional state is indicated in the corresponding figure legends.

### Plasmid construction

All constructs were generated by standard molecular cloning procedures with restriction digest, PCR, and Gibson assembly. The coding sequences in the constructs were verified by Sanger sequencing. Plasmid maps and sequences are available upon request.

### Transcriptome profiling

MLC2232 [*lucEx1207(myo-3p::YFP)*] and MLC2277 [*lucEx1207(myo-3p::YFP); mir-1(luc108)* I] worms were cultivated on five 10 cm peptone-enriched plates seeded with concentrated HB101 *E. coli* bacteria. Both strains were synchronized through two cycles of bleaching. On the first round, adult worms were bleached using hypochlorite solution, and isolated eggs were washed three times in M9 buffer and hatched for 14 hours in M9 buffer at 20°C, with gentle agitation. The next day, 75,000 starved L1s were plated on 150-mm peptone-enriched plates with concentrated HB101 and incubated at 21°C for ~52 hours. As the worms reached the stage of young adults, the population was closely monitored, and worms were collected when most of the population had eggs in their gonads. Collected worms were washed with ice-cold M9 buffer to remove residual bacteria and bleached with hypochlorite solution to release the eggs used for transcriptome profiling. Collected embryos were incubated at 25°C for ~300 min when ~70% of the population reached 1.5-fold stage and *myo-3p::YFP* expression was visible. The developmental stage of embryos was monitored using a Zeiss Axio Imager.Z2 with scientific complementary metal-oxide semiconductor (sCMOS) camera, a Sola SM2 solid-state white-light excitation system, and a 40×/1.3 EC plan-neofluar oil differential interference contrast (DIC) objective. The embryo suspension was concentrated to 0.5 ml by centrifugation at 1200 relative centrifugal force (rcf) for 1 min. To dissociate the eggshells, 0.5 ml of chitinase solution (2 mg/ml; Sigma-Aldrich; catalog no. C6137) was added to the embryo suspension and incubated for 30 min on ice with periodical shaking. A total of 100 μl of pronase solution (15 mg/ml; Sigma-Aldrich; catalog no. P6911) was then added to the sample and a 2.5-ml syringe fitted with a 21G needle was used to dissociate the embryos. The suspension was repeatedly passed through the needle until ~80% of embryos were dissociated. The digestion reaction was stopped by adding complete L-15 medium [L-15 no phenol red (Gibco; catalog no. 21083027); 10% fetal bovine serum, penicillin (50 U/ml), and streptomycin (50 μg/ml; Sigma-Aldrich; catalog no. P4458)], and cell suspension was filtered on a 5-μm cell strainer (pluriStrainer; catalog no. 43-10005-40) to remove undissociated embryos or cell aggregates. To label the dead cells, SYTOX AADvanced (Invitrogen; catalog no. S10349) was added to the sample to a final concentration of 1 μl/ml; the sample was incubated for 5 min and protected from light, and fluorescence-activated cell sorting (FACS) was performed on a Sony SH800, equipped with 488- and 561-nm lasers. Sorting was performed using 100-μm microfluidic chips (Sony, catalog no. LE-C3210) with standard settings and 5000 *myo-3p::YFP*–positive cells were collected in TRIzol (Invitrogen, catalog no. 15-596-018) for both MLC2232 and MLC2277 strains in duplicate.

To analyze gene expression profiles, mRNA libraries were prepared with the QuantSeq 3′ mRNA library prep kit FWD (Lexogen) and then sequenced with Illumina, including unique molecular identifiers (UMIs) and dual indexing. Specifically, RNA was extracted using the Direct-zol RNA Microprep Kit (Zymo Research, catalog no. R2060) reagent according to the manufacturer’s instructions. Yielding about 10 ng total RNA per sample, libraries were prepared following the QuantSeq instructions for low-input samples. After oligo-dT–primed reverse transcription, libraries were subjected to RT-qPCR in the presence of SYBR green until sufficient amplification was achieved, which required 21 cycles. Amplified libraries were pooled and sequenced on an Illumina NovaSeq SP PE150.

UMIs were first extracted with UMI tools (*67*). QuantSeq raw reads were then processed by trimming adaptors and first 4 bp of low quality and mapped to the *C. elegans* genome (WBcel235) using STAR aligner (*68*) with the parameter max_IntronL = 50000. Duplicated mapped reads were discarded with UMI tools, and UMI counts were quantified using HTSeq count (*69*). Differential expression between conditions was analyzed using the DESeq2 package (*70*). 

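The UMI counts were also tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes that passed its filter. At a false discovery rate of 0.05, 3 genes differed between mir-1(luc108) and wild type, 1 higher and 2 lower, with a biological coefficient of variation of 14.7%. cnc-10 (WBGene00012152), on chromosome V from 11183225 to 11183643, rose from 84.5 ± 10.9 normalized counts (SD, n = 2) to 248 ± 29.1 (SD, n = 2), a log2 fold change of 1.52 (standard error 0.26, adjusted p = 0.0285 from edgeR). F44E5.4 (WBGene00009691), on chromosome II from 11757107 to 11759311, fell from 115 ± 11.5 to 20.1 ± 2.77 normalized counts (SD, n = 2), a log2 fold change of −2.52 (standard error 0.37, adjusted p = 0.0100 from edgeR). Its paralog F44E5.5 lies 350 bp away, and the summed counts of the pair also fell. T21C9.9 (WBGene00011895), on chromosome V from 10590548 to 10592579, had 32 UMI counts in wild type and 2 in mir-1(luc108), a ratio of 0.0516 with an exact 95% Poisson interval from 0.00599 to 0.202, which covers counting error only (adjusted p = 0.0447 from edgeR). An unadjusted p below 0.05 was found for 419 genes, 185 higher and 234 lower, against 256 that chance gives. DESeq2 called 1 gene at an adjusted p of 0.05, ttr-16, and none of these 3. The calls moved most with replicate number as a block, to 87. Leaving out the first wild-type library gave 66 calls and leaving out the second mir-1(luc108) library 15, and there were 0 without the second wild-type library or without the first mir-1(luc108) library. In counts simulated from the means and sizes of these libraries, with 200 genes changed, edgeR recovered 0 of them at a fold of 1.3, 69 at a fold of 2 and 174 at a fold of 4, with 0, 2 and 6 false calls.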

For analyzed and normalized mRNAseq data, see data file S1. The gene set enrichment analysis was done using R package “enrichplot.” Gene category enrichment analysis was performed using the web application WormCat (*71*) (http://wormcat.com).

### Reverse transcription followed by quantitative polymerase chain reaction

mRNA quantification of *mir-1*–predicted target genes in *C. elegans* was assessed via RT-qPCR following the procedure described in (*72*). Briefly, 10 starved or fed synchronized L1s were transferred to 2 μl of lysis buffer [5 mM tris-HCl (pH 8.0), 0.25 mM EDTA, proteinase K (1 mg/ml), 0.5% Triton X-100, and 0.5% Tween 20] using an eyelash. These samples were subjected to 10-min digestion at 65°C before heat inactivation of proteinase K for 1 min at 85°C. Genomic DNA was removed by incubating the samples with deoxyribonuclease I [DNase I; New England Biolabs (NEB), catalog no. M0303S] for 10 min at 37°C. Then, DNase I was inactivated by adding 25 mM EDTA and incubating the samples for 10 min at 65°C. Next, crude lysates were reverse-transcribed (Thermo Fisher Scientific, catalog no. 4368814) before performing qPCR using the GoTAQ qPCR Mastermix (Promega, catalog no. A6001) according to the manufacturer’s instructions. Relative expression was calculated according to the ΔΔCq method using *cdc-42* as a reference gene.

For mRNA quantification of *D. melanogaster Vha* subunits, 100 newly hatched L1s of the indicated genotype were transferred to 500 μl of TRIzol reagent (Thermo Fisher Scientific, catalog no. 15596026) and homogenized using an electric pestle tissue grinder for 2 to 3 min. Total RNA was isolated following the manufacturer’s instructions, and genomic DNA was removed by incubating with DNAse I (NEB, catalog no. M0303S). Samples (1 μg of total RNA) were then reverse-transcribed using the Superscript IV Reverse Transcriptase (Thermo Fisher Scientific, catalog no. 18090010), with oligo-dT as a primer. The resulting complementary DNA (cDNA) was used for qPCR, using the GoTAQ qPCR Mastermix (Promega, catalog no. A6001) according to the manufacturer’s instructions. For each sample, three technical replicates and an RT control were performed. The SD between technical replicates was always smaller than 0.5. In each reaction, a cDNA standard sample was included, and its Cq value was checked not to differ by more than 0.5 compared to the same standard sample used in the calibration curve of each gene. Relative expression was calculated according to the ΔΔCq method, using *Actin42a* and *Ef1*α*2* as reference genes. A complete list of primer sequences is provided in table S3 and raw Cq values in table S4.

### Cryo-preparation of *C. elegans*

N2 and MLC1384 [*mir-1(luc108)* I] animals were cultivated on three 15-cm peptone-enriched plates seeded with concentrated HB101 *E. coli* bacteria. Adult worms were bleached using hypochlorite solution, and isolated eggs were washed three times in M9 buffer, as described above. After approximately 16 hours, a pellet of L1 worms, containing 5% bovine serum albumin (fraction 5) in M9 buffer was transferred into the 100-μm cavity of a 3-mm aluminum specimen carrier. This carrier was sandwiched with a flat 3-mm aluminum carrier and immediately frozen under high pressure in an HPF Compact 01 (Engineering Office M. Wohlwend GmbH). The frozen samples were subsequently transferred into a Leica EM AFS-2 freeze substitution unit (Leica Microsystems). Over a period of 5 days, samples were substituted in a medium of acetone containing 2% osmium tetroxide (Electron Microscopy Sciences), 0.2% uranyl acetate (Merck), and 5% water. Freeze substitution was performed according to the following protocol: 60 hours at −90°C, warm-up at a rate of 2°C per hour to −54°C, 8 hours at −54°C, warm-up at a rate of 5°C per hour to −24°, 15 hours at −24°C, warm-up at a rate of 6°C per hour to 20°C, and 5 hours at 20°C. At 20°C samples were taken out and washed three times in anhydrous acetone. To enhance contrast, the samples were stained using 1% thiocarbohydrazid (Sigma-Aldrich) for 20 min at room temperature, 2% osmium tetroxide for 20 min at room temperature, and 2% uranyl acetate for 20 min at 60°C (three times 10-min washing steps after each staining step). Next, samples were infiltrated with Agar 100 Epoxy resin (Agar Scientific), in a graded series of acetone and resin over a period of 2 to 3 days. Polymerization took place at 60°C.

Ultrathin sections were cut using a Leica UCT ultramicrotome (Leica Microsystems) at a nominal thickness of 70 nm and picked up on 100-mesh Cu/Pd grids (Agar Scientific) previously coated with a supporting film of formvar (Agar Scientific). Examination regions on the sections were selected at random, inspected with an FEI Morgagni 268D (FEI, the Netherlands) operated at 80 kV. Digital images were acquired using a 11-megapixel Morada charge-coupled device (CCD) camera (Olympus-SIS, Germany).

### Immunostaining

To analyze the sarcomere organization of *mir-1* mutant animals, N2 and MLC1384 [*mir-1(luc108)* I] were cultivated on four 9-cm NGM plates seeded with OP50 *E. coli* bacteria at 20°C. Worms from different stages were washed three times with M9 and then fixed in RFB solution (80 mM KCl, 20 mM NaCl, 10 mM EGTA, and 5 mM spermidine) supplemented with 2% of formaldehyde. Worms were freeze-thawed three times, transferring from liquid nitrogen to 37°C and incubated for 30 min at room temperature on a nutator. Worms were then washed in TTE buffer [100 mM tris (pH 7.5), 1% Triton X-100, and 1 mM EDTA (pH 8)] and incubated in TTE buffer supplemented with 1% β-mercaptoethanol for 4 hours at 37°C on the nutator. Then, samples were washed in BO_3_ buffer (10 mM H_3_BO_3_, 10 mM NaOH, and 2% Triton X-100) and incubated in BO_3_ buffer supplemented with 10 mM dithiothreitol for 15 min at 37°C on the nutator. Next, they were washed again and incubated in BO_3_ buffer supplemented with 0.3% H_2_O_2_ for 15 min at room temperature. After washing one last time with BO_3_ buffer, samples were incubated with blocking buffer [1× phosphate-buffered saline (PBS), 0.25% Triton X-100, 40 mM NaN_3_, and 0.2% gelatin] for 30 min at room temperature. To visualize the heavy chain A of myosin, mouse 5-6 antibody [Epstein, Developmental Studies Hybridoma Bank (DSHB)] was diluted 1:200 in PGT buffer (1× PBS, 0.25% Triton X-100, 40 mM NaN_3_, and 0.1% gelatin), whereas to visualize the M-lines, we used rabbit UNC-89 antibody (1:200 in PGT buffer, a gift from G. Benian). Samples were incubated overnight at 4°C on the nutator, and then they were washed five times with washing buffer (1× PBS and 0.25% Triton X-100) for 30 min at room temperature. Anti-mouse immunoglobulin G (IgG) conjugated with Alexa Fluor 488 (1:200, Abcam, catalog no. ab150113) or anti-rabbit IgG conjugated with Alexa Fluor 647 (1:200, Abcam, catalog no. ab150083) was added to the samples, and they were incubated in the dark overnight at 4°C on the nutator. Last, samples were washed five times with washing buffer and ProLong Gold Antifade reagent with 4′,6-diamidino-2-phenylindole (DAPI) was added to worm pellets.

### Behavior and morphological assays

#### Mitochondria network

For analysis of mitochondrial network organization in *C. elegans* body-wall muscles, the strain SJ4103 [*zcIs14(myo-3::GFP(mit))*] was used (*73*). Images from synchronized L1s were deconvoluted with classic maximum likelihood estimation (CMLE) algorithm, 40 iterations, and 15 signal/noise ratio (Huygens deconvolution software, Scientific Volume Imaging) and quantified using a two-step approach: We applied a three-dimensional (3D) Laplacian of Gaussian filter and thresholded the resulting image (Fiji-ImageJ software, version 1.52p). This binary image was used to create surface objects in Imaris software (version 9.3.1, Bitplane), allowing for measurement of their area, volume, and sphericity and export the values for statistical analysis. An average of 150 to 200 mitochondria objects (*n*) was detected per animal (*N*). Median values for area, volume, and sphericity were extracted per animal. Images with less than 50 objects detected were excluded for further analysis.

#### ATP levels

For measuring ATP levels in the body-wall muscle of *C. elegans*, the strain GA2001 [*wuIs305 (myo-3p::Queen-2m)*] expressing the ratiometric Queen-2m ATP biosensor was used as previously described (*74*). Images from fed and synchronized L1s were further processed in Fiji-ImageJ software. After subtracting the background, an average intensity projection of the whole Z-stack was applied for both 405- and 488-nm excitation channels. Then, the ratio 405 excitation/488 excitation was calculated by dividing the 32-bit resulting images. Three independent regions of interests were selected, and the median of them was used for plotting and statistical analysis.

#### Protein aggregation

To assess proteostasis defects, synchronized and fed L4s animals carrying the rmIs133 [*unc-54p::Q40::YFP*] transgene in their body-wall muscles were imaged (*75*). The resulting images were further processed with Fiji-ImageJ software: A maximum-intensity Z-stack projection was extracted, followed by thresholding. Particles with a circularity between 0.5 and 1.0 and size bigger than four pixels were counted as aggregates.

#### pm3D cell-cell fusion

pm3DL and R fusion was assessed by the expression of a pm3DR-specific membrane marker (*mir-4813p::myr::GFP*). Images from synchronized and fed L1s were deconvoluted with CMLE algorithm, 40 iterations, and 15 signal/noise ratio (Huygens deconvolution software, Scientific Volume Imaging). To obtain representative cross sections of pm3D, we used an ImageJ-Macro, which allowed us to automatically export three equidistant cross sections perpendicular to a manually drawn line along the respective region. For the export, the “Reslice” function was used. Cross sections were analyzed blindly. Macro is available upon request.

#### Electropharyngeograms

Electropharyngeograms (EPGs) were used as a readout of pharyngeal pumping in N2, MT17810 [*mir-1(n4102)* I], and MLC1384 [*mir-1(luc108)* I]. Approximately 22 hours before recording, about 40 L4s were transferred onto an NGM plate seeded with OP50 at 20°C. Before starting the recordings, the worms were washed with 1.2 ml of M9 to remove pieces of agar and food. After removing 1 ml of the supernatant, 1 ml of 10 mM serotonin (diluted in M9) was added to the worms. Worms were incubated in serotonin for 40 min before loading them on the ScreenChip System (SC40, InVivo Biosystems, catalog no. SKC101). For acquiring EPG data and data analysis, we used the software supplied by InVivo Biosystems (NemAquire and NemAnalysis). Pharyngeal pumping of each worm was recorded for 2 min. All recordings with a signal/noise ratio level below 3.0 were discarded. For comparing the peak-triggered average between different worm strains, we used MATLAB in collaboration with J. Riedl [Zimmer laboratory, Research Institute of Molecular Pathology (IMP)].

#### Lysosomal marker and pH sensor

For assessing lysosomal pH and morphology in the body-wall muscle of *C. elegans*, we cloned a LAMP1 fusion to a ratiometric pH sensor (RpH-LAMP1) (*48*). This consists of the tandem fusion of the superecliptic pHluorin to mCherry and to the N-terminal part of the lysosomal-specific protein LAMP1, from mouse. This was placed under control of the *myo-3* promoter. We generated the strain MLC2465 [*oxIs322 II; unc-119(ed3) III; lucEx1311(myo-3p::RpH-LAMP1-3xFLAG::unc-54 3′UTR; ttx-3p::mCherry)*] expressing this reporter and crossed it to *mir-1(luc108)* animals. Fed and synchronized L1s were mounted on a 5% bacto-agar pad and immobilized in 50 mM NaN_3_. Images were acquired using an Olympus Inverted Spinning Disc Confocal (Olympus IX83 series, Tokyo, Japan), Hamamatsu Orca Fusion CMOS camera, 100×/1.45 Oil UPLXApo WD objective, and 100% power and 500-ms exposure time of lasers 488 and 561 nm. Z-stack space 0.1 μm was used. Images were further processed in Aivia software (https://aivia-software.com) to extract fluorescence ratio (indicative of pH) and volume of individual lysosomes in 3D. Background subtraction and size threshold were performed to segment the different vesicles, and then a watershed was applied to separate them. Mean intensity parameters from both pHluorin and mCherry channels were exported and used to calculate the pHluorin/mCherry ratio. An average of 30 to 50 lysosomes (*n*) was detected per animal (*N*). Median values for pHluorin/mCherry ratio and volume per animal were plotted and considered for statistical analysis.

#### Drosophila larval survival assay

Adult flies were allowed to lay embryos on apple juice agar plates for 4 hours at 25°C. On the next day, 10 newly hatched L1s of the desired genotype were collected and placed on fresh apple juice agar plates with food (paste of baker’s yeast and water). Every 24 hours, alive larvae were transferred to fresh plates with food, while dead larvae were removed and scored. The experiment was followed until all the larva either turned into a pupa or died.

For the overexpression of the *Vha* subunit, we crossed an available *UAS-Vha100-1* strain (BL-39669) (*76*) with the pan-mesodermal *how24B-Gal4* driver strain (BL-1767) (*6*). The BL-39669 strain contains also a recessive lethal loss of function allele of *Vha100-1* (*Vha100-1^1^*); therefore, half of the progeny from the cross was expected to be heterozygous for this mutation. Because we did not know what effect this could have on the survival of larvae, we genotyped every animal we assayed for presence of this allele. We saw that, independently of the presence of the *Vha100-1^1^* allele, all larvae died at approximately day 2 of the assay.

#### Drosophila larval length

Adult flies were allowed to lay embryos on apple juice agar plates for 4 hours at 25°C. On the next day, 10 newly hatched L1s of the desired genotype were collected and placed on fresh apple juice agar plates with food (paste of baker’s yeast and water). After 24 hours, the larvae were collected and anesthetized in a small etherization cage using a 1.5-ml microcentrifuge tube, as previously described (*77*). Larvae were then mounted in a slide with a 2.5% bacto-agar pad and imaged in a wide-field upright microscope (Zeiss Axio Imager.Z2 with sCMOS camera, 5× objective). Length of the larvae was measured using Fiji-ImageJ software.

### Spinning disk confocal microscopy

L1 or L4 worms were mounted on a 5% bacto-agar pad and immobilized in 50 mM NaN_3_. Images were acquired using a Visiscope Spinning Disc Confocal (Visitron Systems GmbH, Puching, Germany) with PCO Edge 4.2-m sCMOS camera, CFI plan Apo lambda 100×/1.45 oil (or 10×/0.45 air for protein aggregation), and 100% power of lasers 405 nm and 120 mW, 488 nm and 200 mW, and/or 561 nm and 150 mW. A Z-stack space of 0.1 μm was used, except for the analysis of protein aggregation that a Z-stack space of 1 μm was used and for the measurement of lysosomal pH where a different setup was used (see the “Lysosomal marker and pH sensor” section).

### Data analysis

Statistical tests were performed in Prism v7 or 8 (GraphPad Software Inc.) and are described for each figure. In general, to identify outliers, the robust regression and outlier removal (ROUT) test was applied. To assess whether the data were following a normal distribution, three independent normality tests (D’Agostino and Pearson, Shapiro-Wilk, and Kolmogorov-Smirnov) were performed. If the distribution was normal, then one-way analysis of variance (ANOVA) was performed for comparisons across multiple independent samples, using Tukey’s multiple comparisons correction. If not, then Kruskal-Wallis test using Dunn’s multiple comparisons correction was used. Median with interquartile range was plotted for all behavior analysis. For RT-qPCR analysis, mean with standard SEM was plotted and an unpaired *t* test was performed.

# Supplementary material for: miR-1 sustains muscle physiology by controlling V-ATPase complex assembly
**Source:** Sci Adv. 2021 Oct 15;7(42):eabh1434. doi: 10.1126/sciadv.abh1434
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Tables S1 to S4

## Supplementary Materials for

### **miR-1 sustains muscle physiology by controlling V-ATPase complex assembly**

Paula Gutiérrez-Pérez, Emilio M. Santillán, Thomas Lendl, Jingkui Wang, Anna Schrempf,  
Thomas L. Steinacker, Mila Asparuhova, Marlene Brandstetter,  
David Haselbach, Luisa Cochella\*

Published 15 October 2021, *Sci. Adv.* **7**, eabh1434 (2021)  
DOI: [10.1126/sciadv.abh1434](https://doi.org/10.1126/sciadv.abh1434)

#### **The PDF file includes:**

Figs. S1 to S7  
Tables S1 to S4

#### **Other Supplementary Material for this manuscript includes the following:**

Data file S1

## Supplementary Figures

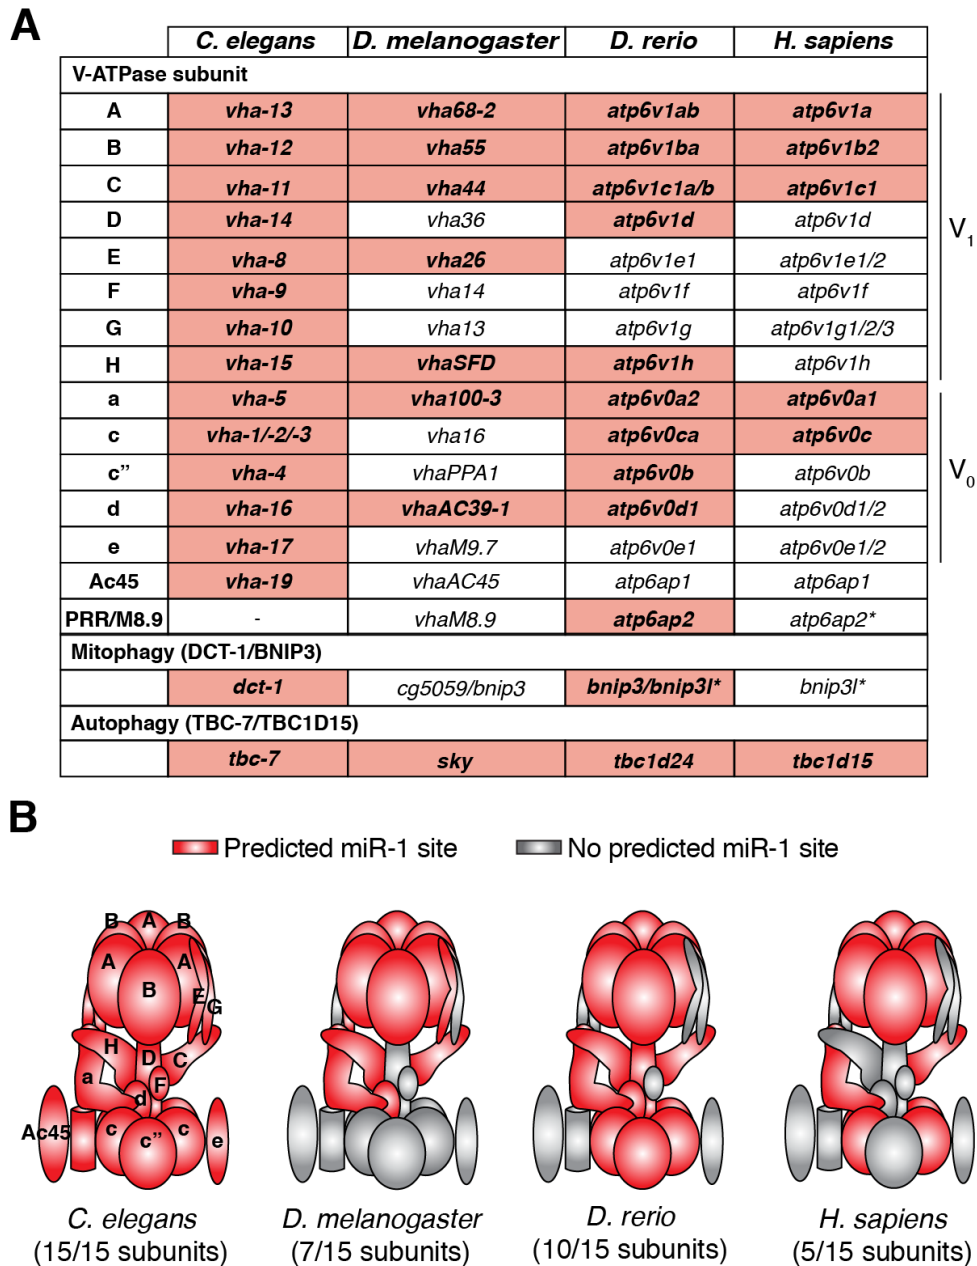

**Figure S1. V-ATPase, DCT-1/BNIP3 and TBC-7/TBC1D15 are predicted miR-1 targets across animals. (A)** Several subunits of the V-ATPase complex, *dct-1/bnip3* and *tbc-7/tbc1d15* have at least one miR-1 predicted binding site in their 3' UTR (bold, red shade) in *C. elegans*, *D. melanogaster*, *D. rerio* and *H. sapiens* (13, 14, 15). Asterisks (\*) refer to the presence of a predicted miR-133 binding site in *bnip3l* instead; in vertebrates, miR-1 and miR-133 are clustered together and co-expressed specifically in muscle. **(B)** Location of V-ATPase subunits that are predicted miR-1 targets; miR-1 regulation could affect subunits across the whole complex.

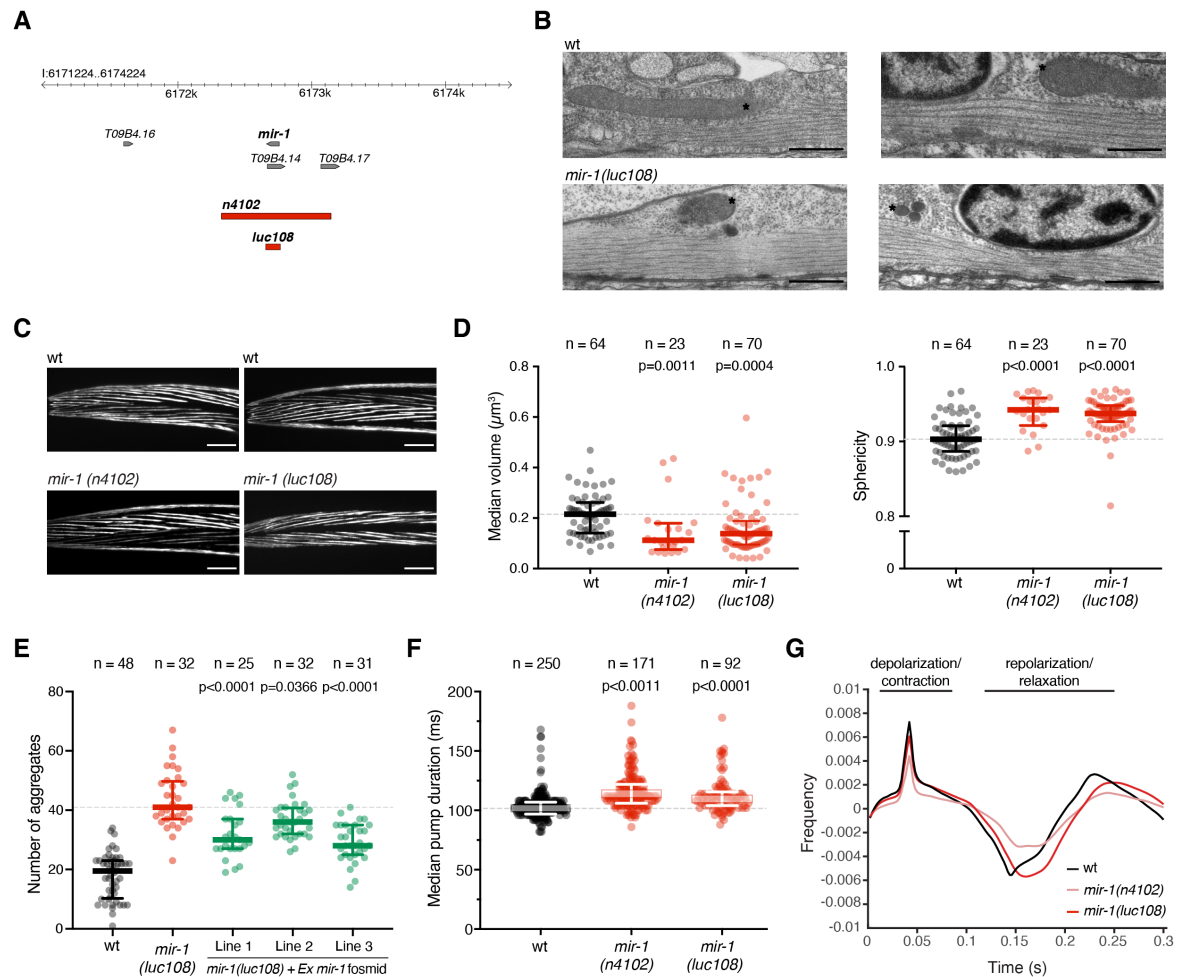

**Figure S2. Absence of miR-1 causes diverse muscle defects in *C. elegans*.** (A) A schematic depicting the *mir-1* locus and the two deletion alleles used in this study: *n4102* was obtained by EMS mutagenesis, *luc108* was generated using CRISPR/Cas9 for this study. (B) Representative electron microscopy images for both wt and *mir-1(luc108)* L1 larvae. The sarcomere structure is preserved. Asterisks (\*) indicate mitochondria. Scale bars = 0.5  $\mu\text{m}$ . (C) Representative fluorescence images of animals expressing MYO-3::GFP (maximum intensity projections of stacks through the whole animal). The typical parallel organization is preserved in both *mir-1(n4102)* and *mir-1(luc108)* L1s. Scale bars = 10  $\mu\text{m}$ . (D) (left) Median mitochondria volume, extracted from confocal microscopy images of L1 larvae expressing mitochondrial GFP (see Fig. 1A and Methods). (right) Mitochondria sphericity was extracted from the same images. Mitochondria are smaller and more spherical in *mir-1* mutant animals, indicating fragmentation of the network. P-values by Kruskal-Wallis test are indicated. (E) Restoring *mir-1* levels in *mir-1(luc108)* animals significantly reduces the number of aberrant aggregates, in three independent lines. P-values (one-way ANOVA) are shown. Note: obtaining rescue lines for miR-1 has been overall challenging as it is easy to cause miR-1 overexpression, and this is extremely toxic. The balance between expressing enough miR-1 but not too much is difficult to achieve with transgenes. (F) Median duration of each pharyngeal pumping cycle was extracted from the EPGs analyzed in Fig. 1E using NemAcquire and NemAnalysis softwares. In *mir-1(n4102)* and *mir-1(luc108)* animals each pump is longer, causing the lower overall frequency (Fig. 1E). P-values by Kruskal-Wallis test are indicated. (G) Peak-triggered average of all pharyngeal pumping events for each genotype revealed a normal duration of the contraction phase, but a longer relaxation/recovery phase in *mir-1* mutant young adults, suggesting a reduced capacity of recovering after each contraction. n refers to number of animals analyzed.

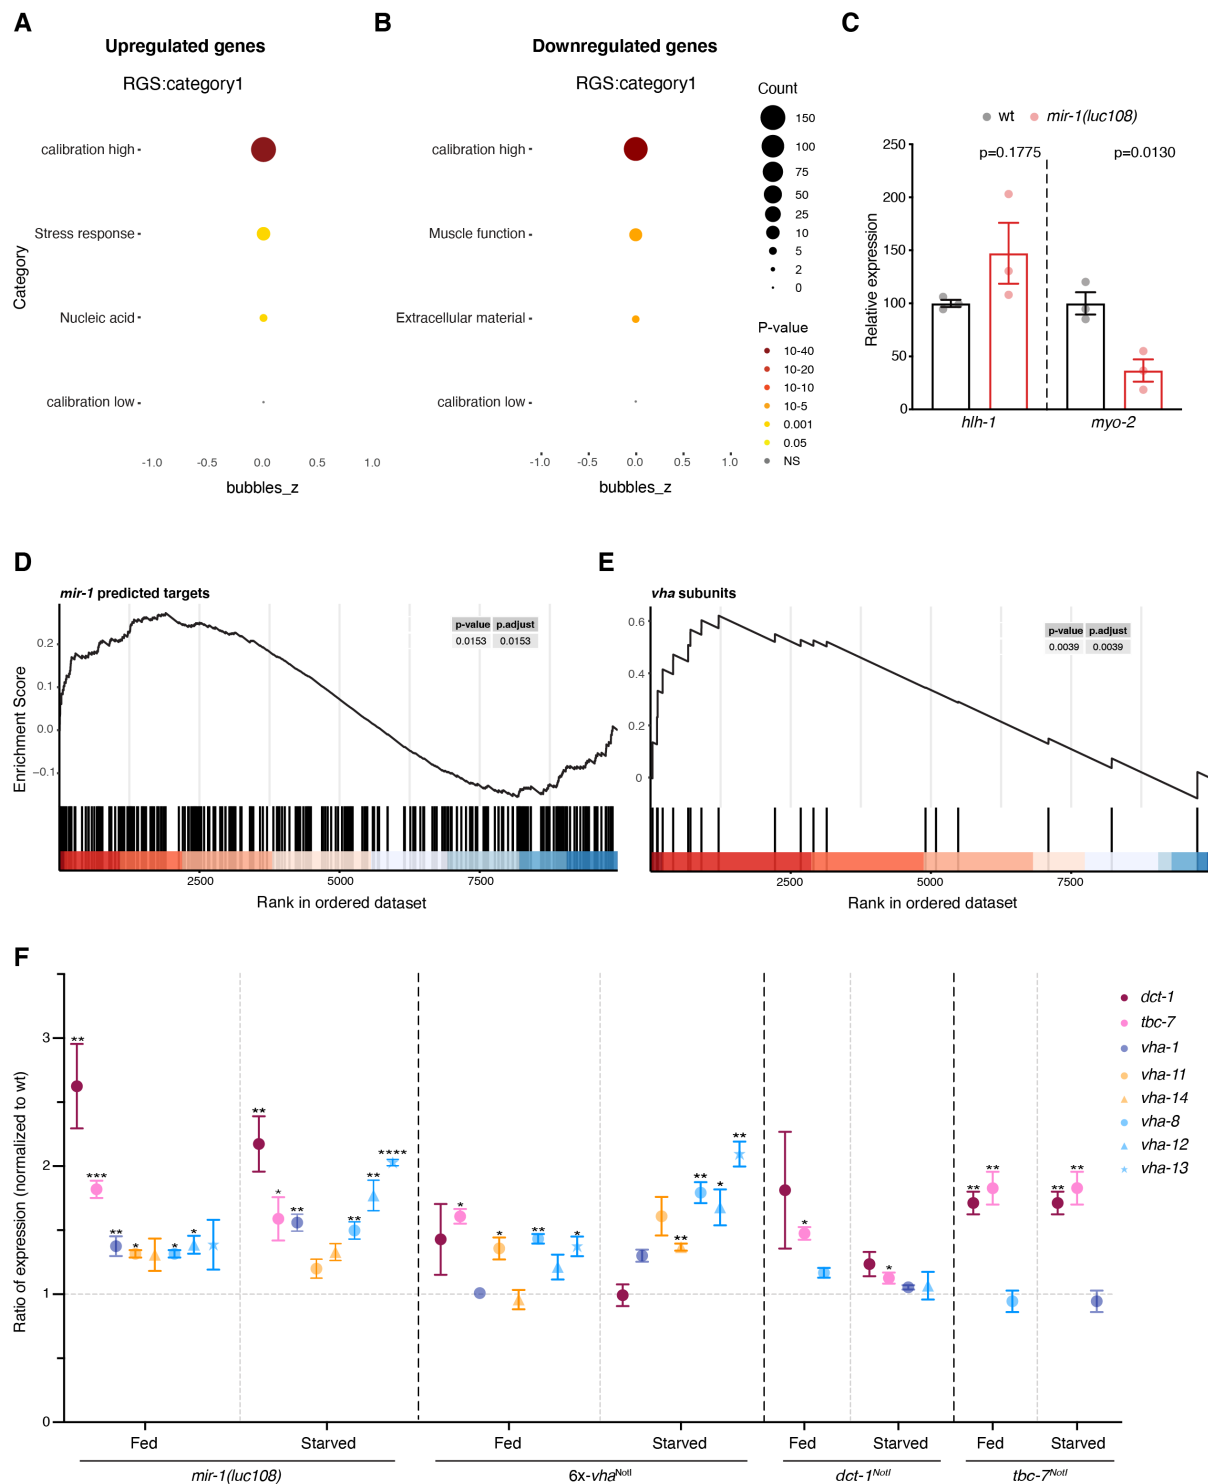

**Figure S3. Multiple subunits of the V-ATPase complex are repressed by miR-1 in *C. elegans*.** (A) and (B) Bubble charts generated by WormCat gene category enrichment analysis (see Methods) of upregulated (A) and downregulated genes (B) in *mir-1(luc108)* muscle cells. Transcripts that were upregulated (A) or downregulated (B) by at least 30% were used as input for this analysis (280 and 115 respectively). Bubbles report the number of genes corresponding to each of the enriched categories (size) and the associated p-values (color). (C) *mir-1(luc108)* animals show defects in muscle differentiation, as indicated by increased levels of the body wall muscle-master regulator (*h1h-1*) and decreased levels of pharyngeal myosin (*myo-2*). Three independent biological replicates were analyzed. Each biological replicate consists of 10 L1 starved animals. P-values by unpaired t-test are

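A rise of at least 30% is a log2 fold change of 0.38 or more, while a fall of 30%, to 0.7 of wild type, is −0.51 or less. Taking 0.7 as the limit for lower genes in place of the mirror image of the rise left 73 of them in the moderated fit, a limit tried after seeing the data. Both mir-1(luc108) libraries lay above both wild-type libraries for 127 of the higher genes, and below both for 202 of the lower genes found with the mirror-image limit. These genes were chosen by their fold change in the same libraries, which favors such parting, so these counts are not independent support. Over all genes fitted, the libraries parted by genotype for 36.3%, close to what chance gives. Of the genes past the threshold in either direction, 336 also passed edgeR's filter on low counts, and 1 of the higher and 2 of the lower genes had an adjusted p below 0.05 in edgeR's test. The other ways of dividing the 4 libraries into pairs gave 86 and 107 genes higher by this rule, and 67 and 57 lower.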

shown. Error bars correspond to SEM. **(D)** and **(E)** Gene Set Enrichment Analysis (GSEA) profiles of *mir-1* predicted targets (D) and *vha* genes (E) in RNAseq data from sorted muscle cells of *mir-1(luc108)* vs. wt 1.5-fold embryos. 

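Preranked gene set enrichment was run with fgsea on the moderated DESeq2 fold changes. The 18 vha genes fitted had a normalized enrichment score of 1.88 (p = 0.00267 by gene permutation, adjusted p = 0.00357 over 4 sets). When the genes were ranked by edgeR's log2 fold changes, the score was 1.28 (adjusted p = 0.194), and without the second mir-1(luc108) library it was 1.48 (adjusted p = 0.0769). Camera gave an adjusted p of 0.00416 with its preset correlation and 0.437 with the correlation estimated over the vha genes in these libraries, 0.623. The latter test has few degrees of freedom with 2 libraries per genotype, so this difference cannot be put down to correlation alone. Over the alternatives, the adjusted p ranged from 9.51e-05, without the second wild-type library, to the value from camera's estimated correlation.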

There is a significant enrichment of *vha* genes in *mir-1* mutant animals. Vertical black lines indicate the position of each of the transcripts in the ranked, non-redundant differentially-expressed gene data set (red refers to upregulated, blue to downregulated). The black curve indicates the enrichment score, i.e. the running sum of the weighted enrichment score in GSEA. **(F)** Quantitative RT-qPCR on whole fed or starved L1 larvae of the indicated genotypes for *dct-1*, *tbc-7*, *vha-1*, -8, -11, -12, -13 and -14. The mean ratio of three independent biological replicates normalized to the corresponding wt sample is plotted. Each biological replicate consists of 10 L1 animals. Each biological replicate was analyzed in technical triplicates (all qPCR data can be found in Table S4). Error bars correspond to SEM. P-values by unpaired t-test are shown (\*<0.05, \*\*<0.01, \*\*\*<0.001, \*\*\*\*<0.0001). Note: The fact that RT-qPCRs are conducted on whole animals (and not isolated muscle) limits the sensitivity of the assay. Also, some of the transcripts we tried to detect were present at very low levels (in particular *dct-1*, see Table S4) and the magnitude of the changes are also modest, so in some cases clear trends do not reach significance. Signals obtained from starved animals were more reproducible than from fed animals (either due to better stage synchronization or due to food-related regulation).

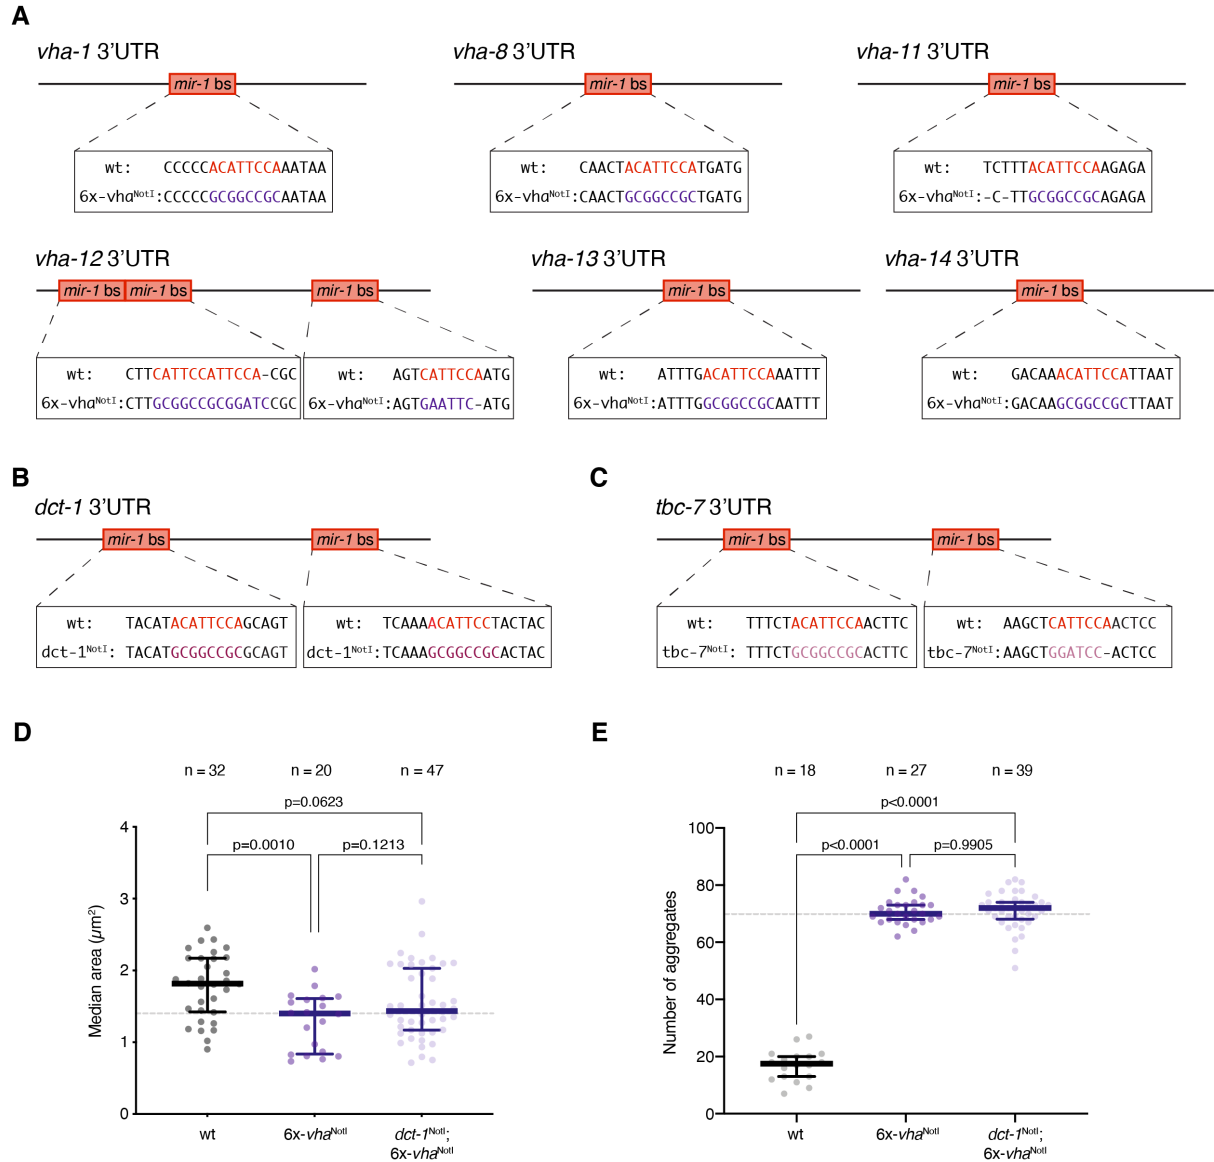

**Figure S4. V-ATPase subunits and DCT-1 are functionally relevant targets of miR-1. (A)** Schematic representation of the 3' UTR sequence of wt and 6x-*vha*<sup>NotI</sup> animals. The *mir-1* binding sites (ACATTCC, red) in the 3' UTRs of *vha-1*, -8, -11, -12, -13 and -14 were replaced by NotI restriction sites (GCGGCCGC, purple), except for *vha-12* where the second and third *mir-1* binding sites were replaced by BamHI (GGATCC) and EcoRI (GAATTC) restriction sites, respectively. **(B)** Schematic representing the 3' UTR sequence of wt and *dct-1*<sup>NotI</sup> animals. The *mir-1* binding sites were replaced by NotI restriction sites. **(C)** Schematic representing the 3' UTR sequence of wt and *tbc-7*<sup>NotI</sup> animals. The *mir-1* binding sites were replaced by NotI and BamHI restriction sites. **(D and E)** *dct-1* and V-ATPase subunits are non-redundant targets of *mir-1*. **(D)** Median mitochondria area is similarly reduced in both 6x-*vha*<sup>NotI</sup> and *dct-1*<sup>NotI</sup>; 6x-*vha*<sup>NotI</sup> animals. P-values by one-way ANOVA are indicated. wt data set is replotted from Fig. 2C (right). **(E)** 6x-*vha*<sup>NotI</sup> and *dct-1*<sup>NotI</sup>; 6x-*vha*<sup>NotI</sup> L4 animals show a similarly impaired proteostasis, P-values (one-way ANOVA) are shown. n refers to number of animals analyzed.

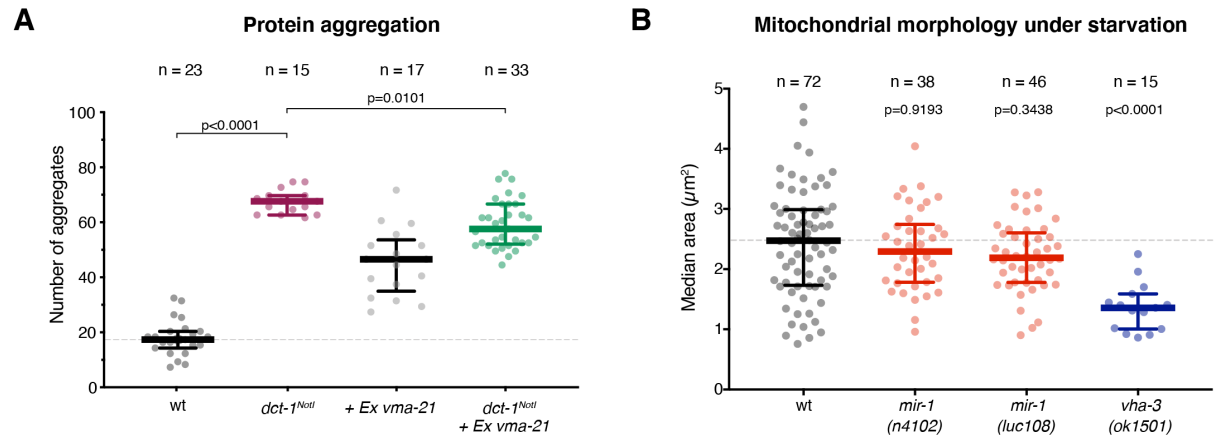

**Figure S5. Loss of miR-1 affects the assembly of the V-ATPase complex. (A)** Overexpression of VMA-21 does not rescue *dct-1<sup>NotI</sup>* proteostasis defects. P-values by one-way ANOVA are shown. **(B)** Starvation rescues mitochondrial network fragmentation in *mir-1*(*n4102* and *luc108*) animals but not in *vha-3*(*ok1501*) mutants. P-values by one-way ANOVA are shown. n refers to number of animals analyzed.

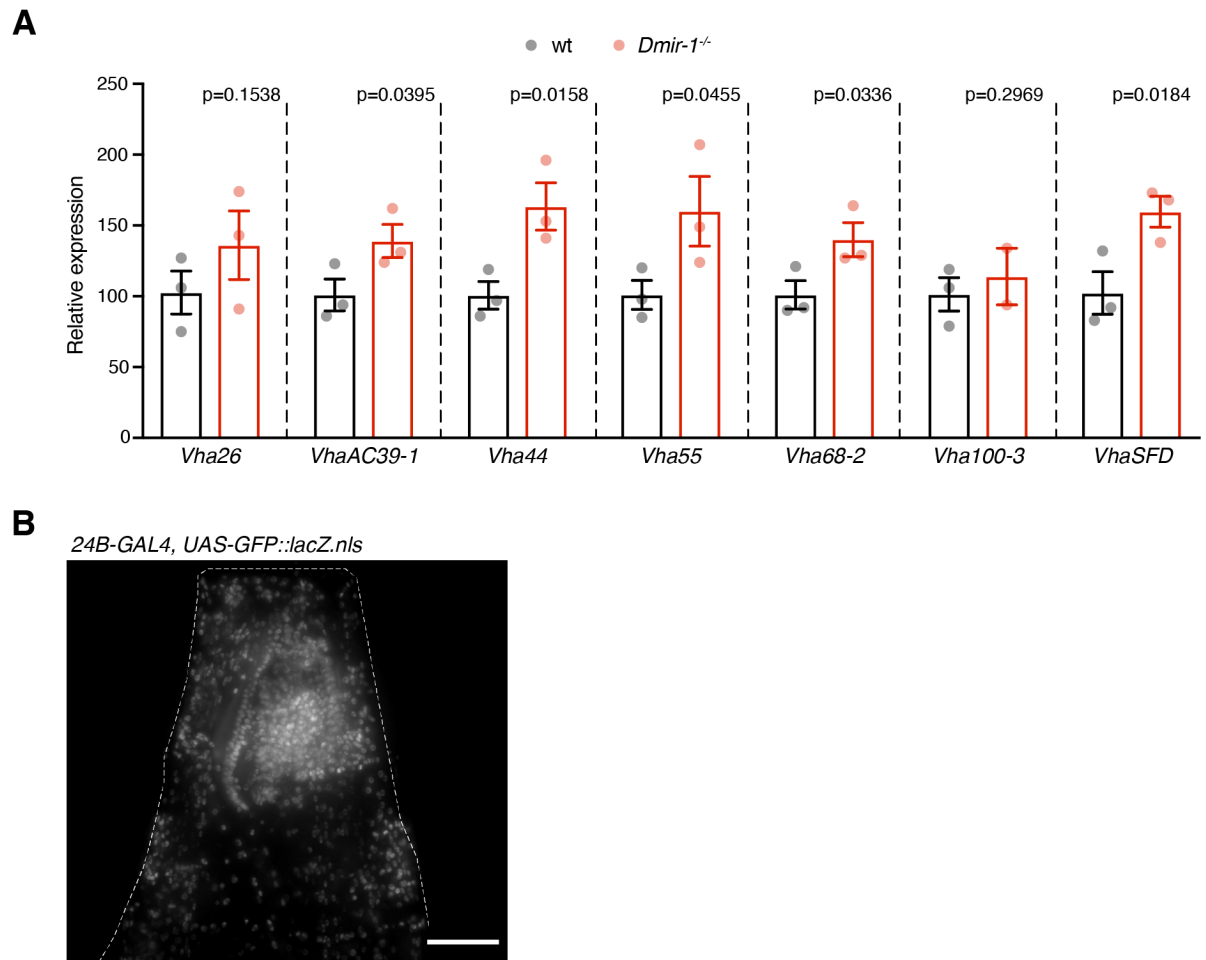

**Figure S6. Multiple subunits of the V-ATPase complex are repressed by miR-1 in *Drosophila*.** **(A)** Quantitative RT-qPCR for various *Vha* transcripts from whole *Drosophila* first instar larvae of the indicated genotypes; *Vha* transcripts are upregulated in the absence of miR-1. Three independent biological replicates, consisting of 10 larvae, were analyzed. P-values by unpaired t-test are shown. Error bars correspond to SEM. **(B)** Representative image of a 24-hour post-hatching *Drosophila* larva expressing GFP in muscle nuclei, driven by the same 24B-GAL4 driver used for *Vha100-1* overexpression in Figure 4C. Scale bar = 50 $\mu$ m.

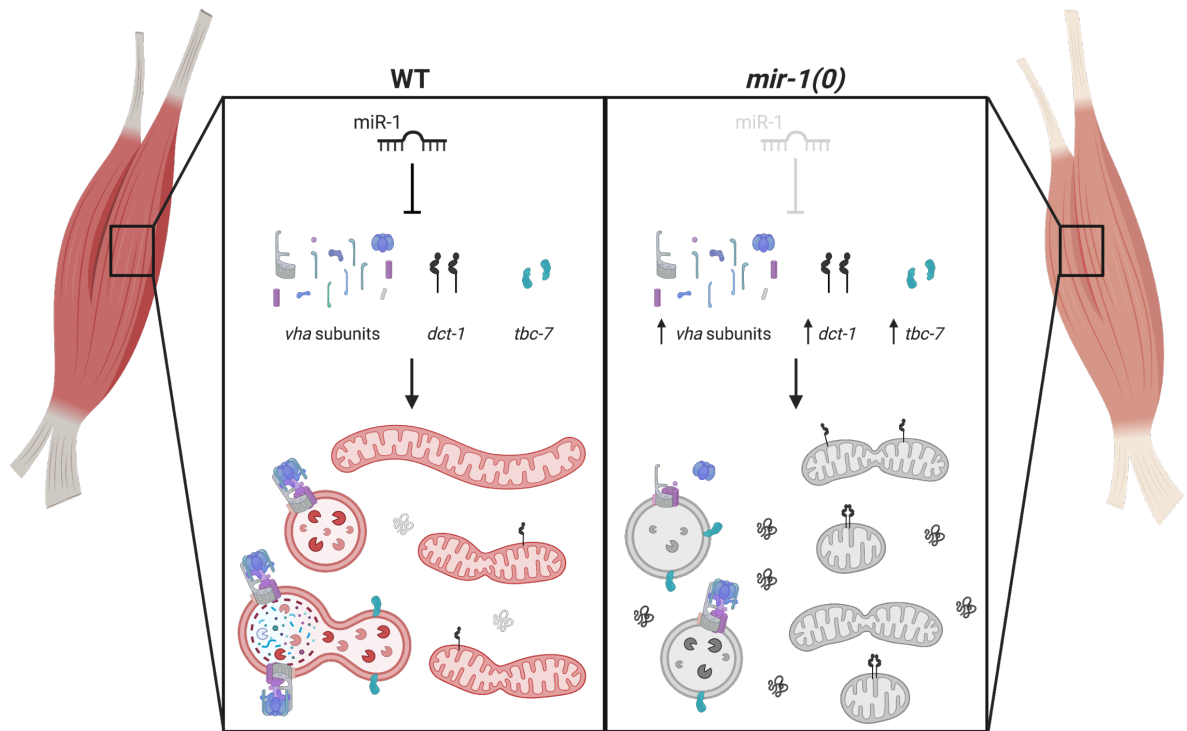

**Figure S7. Model of miR-1 function in muscle cells. (left)** Correct muscle physiology is achieved by miR-1 mediated repression of *vha* subunits, *dct-1* and *tbc-7* at the post-transcriptional level. This regulation enables the proper assembly of the V-ATPase complex and the levels of both DCT-1 and TBC-7, leading to balanced mitochondria and lysosome function. **(right)** In the absence of miR-1, the *vha* subunits, *dct-1* and *tbc-7* transcripts are upregulated leading to loss of function of the V-ATPase complex and to defects in the mitochondria-lysosome axis. This deregulation affects the mitochondria network, the production of energy, protein homeostasis and autophagy, which ultimately cause severe damage to muscle cells.

## Supplementary Spreadsheet

Results of mRNA 3' sequencing (Quant-seq) from muscle cells isolated from wild-type or *mir-1*-deficient embryos. Biological duplicates for each genotype are shown. Read numbers were normalized and genotypes were compared using DEseq2 (see methods). Log<sub>2</sub>(fold change mir-1/wt) and associated p-values are reported for every detected gene.

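The copy of data file S1 read here holds the first 1999 of its 9961 genes, sorted by fold change down to a log2 value of 0.15, so no enrichment was tested on it. Among those held, 280 have a fold change of at least 1.3 in the paper's table, and 54 of these have a p below 0.05 there. The names of 2 are calendar dates and could not be matched to a gene. A DESeq2 fit of the deposited UMI counts with the fold change prior, a local dispersion trend and at least 5 counts in total covered 9961 genes, and for the other 1997 its log2 fold changes lay within 3.98e-06 of the paper's; this setting was chosen after seeing the data. In that fit the log2 fold change of vha-9 was 0.61 and that of tbc-7 was 0.41. In the paper's table, the mean of the 4 normalized counts is 2.82 times the base mean for every gene held.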

## Supplementary Tables

**Table S1. Experiment Models: Organisms/Strains used in this study.**

**Table S2. Alt-R® CRISPR-Cas9 crRNA sequences for Homology-directed genome editing used in this study.**

**Table S3. Oligonucleotides sequences for qPCR used in this study.**

**Table S4. Cq qPCR values corresponding to Figure S3C, F and Figure S6A.**

How the deposited data were processed for this re-analysis (not part of the article)

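QuantSeq 3′ mRNA libraries were analysed from YFP-positive muscle cells of wild-type and mir-1(luc108) embryos at the 1.5-fold stage, with 2 libraries per genotype and the genotype taken from the sample labels. The deposited values are UMI counts: per the paper's methods, the authors extracted UMIs with UMI-tools, trimmed adaptors and low-quality bases, mapped to WBcel235 with STAR, discarded duplicates with UMI-tools and obtained the counts per gene with HTSeq, without normalization. The values are whole numbers with a different total in each library, between 245336 and 453341. The 10 most abundant genes took 7.11 to 8.43% of the counts of a library. The versions and the annotation release used by the authors are not named in the paper's text.

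Of 14463 genes in the count table, 14079 (97.3%) were matched to the Ensembl 115 annotation of WBcel235 by symbol or another listed name. Computations used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, with seed 1. Genes changed at a false discovery rate of 0.05 were called with edgeR's quasi-likelihood test with TMM factors, on genes kept by filterByExpr with a minimum count of 10. Genes counted as higher by at least 30%, or lower by the same factor of 1.3, were those with a DESeq2 log2 fold change of at least 0.38 in size. The fold change was moderated by its zero-centred prior, among genes with at least 4 counts in some library. This rule has no p threshold. Gene sets were tested with fgsea on these moderated fold changes, two-sided, with adjustment over 4 sets fixed beforehand (vha, contractile, extracellular matrix and stress) and separately over 10 others used for comparison. The extracellular matrix, stress, hypodermis, ribosome, oxidative phosphorylation and proteasome lists include gene name prefixes, such as dpy- and hsp-, and so hold members with other functions. The sets overlap, with 87 genes shared by the extracellular matrix and hypodermis lists and 13 by the contractile and body-wall muscle lists. The edgeR test was tested on simulated counts with 200 changed genes.

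Genes named were every vha gene, unc-32, dct-1, tbc-7 and other genes the paper names, the 5 with the smallest edgeR p in each direction among those whose libraries part by genotype, and the 4 most abundant members of each set; which of these are discussed was decided after their values were seen. Genes with 3 or fewer counts in a genotype are given as ratios with exact Poisson intervals in place of fitted folds. With 2 libraries per genotype, no permutation of the labels can reach a p of 0.05, since there are 3 ways to divide the libraries into pairs.

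Alternatives covered normalization factors, filters on low counts, the DESeq2 fold change with and without its prior, a replicate block, a transcript length correction, set tests and rankings, and leaving out each library in turn; where this leaves 1 library of a genotype, that library is assumed to vary like those of the other. The length correction subtracted a loess trend with a span of 0.5, a span chosen after the data were seen, and a local dispersion trend, a minimum of 5 counts in total and a limit of 0.7 for lower genes were likewise added afterward. Tests on miR-1 seed matches and on GC content were not run, since no genome sequence was used here. The TargetScan and WormCat lists were not used here.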

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

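The tests of cnc-10 against hypodermal cells and against a single library, and the loess span of the length correction, were chosen only after its result was seen.

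The secreted peptide families of the stress list, cnc-10 among them, had 16 of 17 tested genes higher. Their median log2 fold change was 0.76, and 0.11 without the first mir-1(luc108) library. cnc-10, which the paper does not discuss, is the gene that was higher in mir-1(luc108) at a false discovery rate of 0.05. Its UMI counts were 18 and 36 in wild type and 100 and 85 in mir-1(luc108), a log2 fold change of 1.52 (standard error 0.26, adjusted p = 0.0285 from edgeR), with both mir-1(luc108) libraries above both wild-type libraries. The rise does not come from a single library, since the log2 fold change was at least 1.40 with each library left out. The adjusted p then lay between 0.00366 and 0.293, and was 0.123 without the second wild-type library, 0.293 without the first mir-1(luc108) library and 0.0708 without the second. After a correction for transcript length, the log2 fold change was 1.28 (adjusted p = 0.0674), and DESeq2's test gave an adjusted p of 0.728 with its prior and 0.794 without. Over all alternatives, the lowest adjusted p was 0.000232, with replicate number as a block. More hypodermal cells in the mir-1(luc108) sorts would bring the abundant hypodermal transcripts with them, but the highest log2 fold change among the 10 most abundant hypodermis markers was 0.26 and their median was 0.026. Cells of a type outside the marker lists, a response to the handling of the sorted cells, and a response to the loss of miR-1 stay open; none of these was tested.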

How the results depend on the processing

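The alternatives with a local dispersion trend, a minimum of 5 counts in total, or a limit of 0.7 for lower genes were chosen after seeing the data, as was the loess span of the length correction.

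The number of genes called by edgeR was 3, and was 5 with upper quartile or RLE factors, 63 with at least 1 count in any library, 48 with at least 10 counts in every library, 87 with a replicate block and 66 with the block and a length correction. It was 1 by DESeq2's test without the prior, 15 by DESeq2 with the prior, a local trend and at least 5 counts in total, and from 0 (without the second wild-type or the first mir-1(luc108) library) to 66 (without the first wild-type library) with 1 library left out. The correlation of deviations between libraries of the same number was −0.012 over genes, so that the block has little to pair.

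By a factor of at least 1.3, 139 genes were higher and 222 lower. The counts were 842 and 843 by edgeR's fold change, 2254 and 2119 by DESeq2 without the prior and 57 and 106 with a replicate block. They were 28 and 66 with an unadjusted p below 0.05 added. Leaving out 1 library gave 39 to 186 higher and 58 to 250 lower genes. A local trend gave 266 higher genes and, with at least 5 counts in total, 280. A limit of 0.7 gave 73 lower genes, and 115 together with the local trend and at least 5 counts in total.

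The median over the vha genes lay between 0.053 and 0.34 with 1 library left out and stayed above 0 under every alternative run. Camera with an estimated correlation and fry have few degrees of freedom with 2 libraries per genotype. The adjusted p of the vha, contractile, extracellular matrix and stress sets was 0.437, 0.134, 0.134 and 0.134 under camera with an estimated correlation, and 0.360, 0.229, 0.360 and 0.360 under fry. For the vha set it was 0.194 when ranked by edgeR's fold change, and 9.51e-05 to 0.0769 with 1 library left out. For the stress set it was 0.123 with a length correction, and 5.19e-12 to 0.302 with 1 library left out, with the direction reversed without the first mir-1(luc108) library.

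The alternatives were run gene by gene for 44 of the genes named, the 17 vha genes tested and those chosen for discussion, and not for the rest; 35 of the 44 had 1 direction throughout. Log2 fold changes that reversed with 1 library left out ranged from −0.26 to 0.18 for vha-11, −0.00050 to 0.21 for vha-12, −0.012 to 0.56 for vha-20, −0.045 to 0.27 for vha-3, −0.41 to 0.038 for vha-5, −0.14 to 0.14 for unc-32, −0.17 to 0.069 for dpy-17, −0.24 to 0.24 for dpy-14 and −0.14 to 0.41 for dnj-19. With a length correction vha-3 was at −0.080, and with the block as well at −0.077 and vha-11 at 0.028. unc-32 was at −0.013 with a replicate block, −0.0080 by DESeq2 with the prior, −0.013 without it and −0.00043 with the local trend and at least 5 counts in total. Over 569 values of these genes under alternatives, 473 kept direction and side of the threshold, 17 kept direction but had no adjusted p in DESeq2's fit with the local trend, 18 lost and 42 gained a call, and 19 reversed. Those that lost their call in that fit, where they had no adjusted p, include cnc-10, F44E5.4 and T21C9.9. The cause of these changes was not tested.

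The alternatives on seed-matched sets, on vha genes with a seed match and on GC content were not run. In counts simulated at this depth, with this replicate spread and 2 libraries per genotype, changes of 1.3-fold were not recovered by edgeR; which of these limits the calls was not tested.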

Differences from the paper's values

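The settings with a local dispersion trend were tried only after the values were seen; the other alternatives named here were set before the data were examined.

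The paper gives 280 genes higher by at least 30%, where 139 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value; they gave from 28 to 2254. The paper gives 115 genes lower by at least 30%. Here 222 were lower by a factor of at least 1.3, the mirror image of the rise. At 0.7 of wild type or less, a fall of 30%, there were 73, a limit tried after seeing the data. The alternatives set before the data were examined use the factor of 1.3. Of the alternatives set before the data were examined, filterByExpr (159), leaving out the first wild-type library (167) and a replicate block (106) came within 1.5 times of the paper's value, and the others, from 58 to 2119, did not. A DESeq2 fit with the prior, a local dispersion trend, at least 5 counts in total and a limit of 0.7 for lower genes gave 280 and 115, a setting chosen after seeing the values. It drops none of the 280 higher genes in the part of data file S1 held, while 136 of these pass the factor of 1.3 with DESeq2's parametric trend; the paper's lower genes were not held.

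The paper counts 8 vha genes among those of its higher genes that TargetScan predicts as miR-1 targets, where 4 vha genes were higher by at least 30% here. No list of targets was applied here, so the group counted is wider than the paper's. Of the alternatives set before the data were examined, DESeq2 without the prior and leaving out the first mir-1(luc108) library, with 6 each, came within 1.5 times of the paper's value, and the others, from 1 to 5, did not. The setting with the local trend, chosen after seeing the values, gave 4. The part of the paper's data file S1 held has 4 vha genes at or above 30%, 9 at or above 15% and 8 between 15 and 50%. Since that part is sorted by fold change down to a log2 value of 0.15, these counts are complete for the paper's own table. The processing used here thus does not account for the difference from the paper's 8.

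The paper states that most vha genes rose by an amount within 15 to 50%. By edgeR this was so for 9 of 17 genes tested and by DESeq2's moderated estimate for 8 of 18 fitted. In the part of the paper's data file S1 held it was so for 8 of 10 vha genes, those with the highest values. Other vha genes in that table were not held. The fit that matched its values covered 19 vha genes, so 8 of them would not be most. In the paper's data file S1, the mean of the normalized counts is 2.82 times the column of base means in each gene held, so that these columns are on different scales, and 2 gene names are calendar dates.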

Other observations

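The tests on transcript length over the vha genes as a set, on large complexes and on the share of muscle cells were planned, the first without its loess span, which was chosen after the data were seen; the tests on the proteasome, on length among the vha genes, on single libraries, on collagen, other matrix and stress genes, on F44E5.4, on other splits and on simulated counts were chosen only after the results were seen.

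Random sets treat genes as independent, so their spread does not measure variation between libraries. The correlation estimated over the vha genes in these libraries was 0.623. The median rise of the vha genes lay above that of 99.9% of random sets of like mean count. A trend of fold change with transcript length over all genes does not account for it, since the median stayed above that of 100% of random sets after the trend was subtracted. A rise as high as that of the vha genes in all large complexes is argued against by a median of −0.058 for oxidative phosphorylation genes. The ribosome genes had a median of 0.065, below that of the vha genes but above the random range, which reached 0.062, with an adjusted p of 0.0224 by gene permutation; after the length trend was subtracted their median was −0.083. The condition set beforehand, that the ribosome, proteasome and oxidative phosphorylation medians all lie clearly below that of the vha genes, was not met by the proteasome genes. Their median was 0.22, and a rise shared with them cannot be told apart from one of the vha genes alone, since random sets of their size reach 0.23. A difference between single libraries also stays open. The mir-1(luc108) libraries differed by 0.22 in the vha median, against 0.029 to 0.50 between libraries of different genotypes, and 2 libraries per genotype are too few to exclude it. Derepression through miR-1 sites was not tested.

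Among the vha genes, shorter transcripts rose more, with Spearman's rho −0.58 across 17 genes (permutation p = 0.0164), which are not independent replicates. The trend over all genes (rho −0.20) may account for part of this, as the rho after its subtraction was −0.38 (permutation p = 0.129).

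For the contractile genes, the mir-1(luc108) libraries differed by 0.22 in the median, against −0.28 to −0.58 between genotypes. Their median log2 fold change was −0.39 without the first wild-type library and −0.43 without the second. It was −0.54 without the first mir-1(luc108) library and −0.30 without the second. These values argue against a single library as the source of the fall in the contractile genes. Every pair of libraries of different genotypes also had the lower median in mir-1(luc108). Variation between libraries that follows genotype by chance cannot be excluded with 2 libraries each. A lower share of muscle cells would raise the markers of other tissues together. The medians were −0.15 for hypodermis, 0.089 for neurons, 0.050 for intestine and 0.0034 for pharynx, whose mean was −0.17. Without collagen genes, the hypodermis median was −0.039, within the range of random sets from −0.13 to 0.13. The rise that a given loss of muscle cells requires is not known, so a lower share cannot be told apart from lower expression in muscle cells.

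The col- collagen genes were lower with a normalized enrichment score of −2.69 (gene permutation, p = 4.56e-12), and without the second wild-type library the score was −1.07 (p = 0.338), which is consistent with high levels in that library alone. The other matrix genes kept a score of −1.40 (gene permutation, p = 0.0360) without it, against −1.45 (p = 0.0306), so that library does not account for them. The stress set reversed to −1.06 without the first mir-1(luc108) library, which is consistent with high levels in that library. The secreted peptide families in the set had a median log2 fold change of 0.76 over 17 genes, and 0.11 over 15 without that library. With all libraries, the median was 0.044 over 33 hsp and dnj genes and 0.15 over the other 48. No biological explanation was tested for these.

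Reads moved between F44E5.4 and F44E5.5 do not account for the fall of F44E5.4, since the summed counts of both genes fell by 2.08 on the log2 scale (adjusted p = 0.00278 from edgeR). A response to the loss of miR-1 was not tested.

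Of 3 ways to divide the libraries into pairs, 1, that by genotype, gave as many genes changed by a factor of at least 1.3. With 3 ways chance cannot be excluded. In 20 tables simulated with no true change, up to 140 genes were higher and up to 159 lower by a factor of at least 1.3. The number of higher genes found, 139, lay within the simulated range, and that of lower genes, 222, above it. With the local dispersion trend, at least 5 counts in total and a limit of 0.7 for lower genes, a setting chosen after seeing the data, 280 genes were higher and 115 lower, against at most 222 and 49 in the simulated tables and at most 184 and 32 with the libraries divided in the other ways. How many of these genes counting noise and replicate spread account for thus depends on the setting, and stays open for the higher and the lower genes, since a simulation alone cannot exclude it.

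For B0205.13 the ratio of counts in mir-1(luc108) to wild type was 13.2 (3.37 to 114, exact Poisson interval), and for C04G6.5 it was 9.63 (3.04 to 48.9). These intervals cover counting error only. Adjusted p-values were 0.0971 and 0.103 from edgeR's test without a block and 0.999 for both from DESeq2, so neither gene was called there. With replicate number as a block, both were called by edgeR, with an adjusted p of 0.0123 for B0205.13 and 0.00807 for C04G6.5. With a length correction as well, the values were 0.0300 and 0.0291. The call of these genes thus depends on the setting. Among the comparison lists, enrichment with gene permutation gave p = 4.73e-09 for hypodermis (score −2.28), 1.20e-07 for body-wall muscle identity (−2.38), 0.00672 for the ribosome (1.55), 0.0430 for pharynx (−1.50), 0.0695 for intestine, 0.246 for oxidative phosphorylation, 0.247 for lysosome genes without vha, 0.422 for the proteasome, 0.627 for neurons and 0.660 for early germline genes, before adjustment over 10 lists.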
